# Tissue Depletion of Taurine Accelerates Skeletal Muscle Senescence and Leads to Early Death in Mice

**DOI:** 10.1371/journal.pone.0107409

**Published:** 2014-09-17

**Authors:** Takashi Ito, Natsumi Yoshikawa, Takaaki Inui, Natsuko Miyazaki, Stephen W. Schaffer, Junichi Azuma

## Abstract

Taurine (2-aminoethanesulfonic acid) is found in milimolar concentrations in mammalian tissues. One of its main functions is osmoregulation; however, it also exhibits cytoprotective activity by diminishing injury caused by stress and disease. Taurine depletion is associated with several defects, many of which are found in the aging animal, suggesting that taurine might exert anti-aging actions. Therefore, in the present study, we examined the hypothesis that taurine depletion accelerates aging by reducing longevity and accelerating aging-associated tissue damage. Tissue taurine depletion in taurine transporter knockout (TauTKO) mouse was found to shorten lifespan and accelerate skeletal muscle histological and functional defects, including an increase in central nuclei containing myotubes, a reduction in mitochondrial complex 1 activity and an induction in an aging biomarker, Cyclin-dependent kinase 4 inhibitor A (p16INK4a). Tissue taurine depletion also enhances unfolded protein response (UPR), which may be associated with an improvement in protein folding by taurine. Our data reveal that tissue taurine depletion affects longevity and cellular senescence; an effect possibly linked to a disturbance in protein folding.

## Introduction

Senescence is one of the major contributors to the development and progression of diseases, suggesting that regulation of senescence could significantly benefit general health. To date, diet restriction is the most reliable means of slowing the aging process [1]. Hence, dietary intervention could represent a strategy for regulating aging. Indeed, several nutrients and drugs, such as resveratrol [2], polyamine [3], aspirin [4] and rapamycin [5], [6], appear to extend lifespan.

Taurine (2-aminoethanesulfonic acid) is a candidate for use against aging. Taurine is widely distributed in vertebrate animals, whose tissue taurine concentration averages 1–20 micromol/g tissue. These large levels of taurine are maintained through both the diet and hepatic biosynthesis in human beings. The main source of dietary taurine is meat, with seafood being particularly rich in taurine [7]. For some individuals, energy drinks are another source of taurine. A multi-country epidemiological study revealed that dietary taurine intake is negatively correlated with mortality from ischemic heart disease [8]. Pharmacological and nutritional administration of taurine has been shown effective against a wide variety of diseases in both animal and human studies [9]–[14]. On the other hand, dietary taurine insufficiency in species with low rates of taurine biosynthesis, such as cats and foxes, leads to several disorders, including retinal degradation, dilated cardiomyopathy and reproductive defects [15]–[17].

Taurine, a zwitter ion, possesses many biological actions, one of the important ones being its role as an organic osmolyte [18]. Besides regulating cell volume and osmolality, organic osmolytes act as chemical chaperones to modulate protein folding in the endoplasmic reticulum (ER) [19]. For instance, taurine as well as the other organic osmolytes, promote proper protein folding and membrane trafficking of the mutant cystic fibrosis transmembrane conductance regulator (CFTR) protein (delta508 CFTR) which fails to move out of the ER and into the plasma membrane without an organic osmolyte [20]. In addition, taurine modulates calcium transport [21], suppresses the generation of reactive oxygen species [22] and inhibits cellular apoptosis [23]. All of these actions are thought to contribute to the maintenance of cellular homeostasis. At the same time they likely retard the aging process. However, there is little evidence showing that taurine exhibits anti-aging activity.

In this study, we evaluated the role of taurine on longevity and tissue aging using a tissue taurine deficient mouse model generated by knocking out the taurine transporter (TauT) [24]. We found that tissue taurine depletion shortens the lifespan of mice and accelerates skeletal muscle aging. We further demonstrate that tissue taurine depletion initiates ER stress and stimulates unfolding protein response (UPR) of taurine-depleted muscle. Our findings suggest a novel role of taurine on tissue aging which may be, at least in part, associated with chaperone-like activity of taurine.

## Materials and Methods

### Ethics statement

Animal studies were carried out in accordance with an animal protocol approved by the Institutional Animal Care and Use Committee of Hyogo University of Health Sciences. *In vivo* wound healing assay was performed under anesthesia with 2% isoflurane inhalation. Mice were euthanized by CO_2_ inhalation or cervical dislocation, and all efforts were made to minimize suffering of the animals.

### Animal experiment

TauTKO and littermate mice (C57BL/6 background) were obtained by breeding heterozygous male and female. Mice were housed in Specific pathogen-free (SPF) environment, fed a standard chow (MF, Oriental Yeast, Japan), had access to water *ad libitum* and maintained on a 12-h light/dark cycle. Mice (total number; n = 37 (wild-type (WT)), n = 20 (heterozygous (hetero)) and n = 58 (TauTKO)) were monitored for survival once per one or two days by our veterinary staff. During monitoring survival, apparent sick and injury were not observed. Young (3-month-old, TauTKO n = 3, wild-type n = 3) and old (17 to 22-month-old, n = 17 (TauTKO), n = 10 (hetero), n = 16 (WT)) mice were euthanized to isolate tissues for each experiments.

### RNA isolation and real-time PCR

Total RNA was isolated from skeletal muscles of TauTKO and WT mice by using Sepazol (Nacalai tesque, Japan), and cDNA was generated from total RNA by the reverse transcription with Rever Tra Ace (Toyobo, Japan). Quantitative RT-PCR analyses were performed by using Applied Biosystems Step One Plus (Applied Biosystems) with THUNDERBIRD SYBR qPCR Mix (Toyobo, Japan). The primers used are shown in Table S1. GAPDH was used as an internal control.

### Histological analysis

Sections from frozen tissues were cut by cryostat (Carl Zeiss). Sections we stained by Hematoxylin&Eosin method [24].

### Mitochondria complex

Mitochondria were isolated from skeletal muscle as described elsewhere with slight modifications [25]. Hindlimb muscles were finely minced and were incubated with trypsin (0.1 mg/mL) in mitochondria isolation medium (100 mM sucrose, 10 mM EDTA, 46 mM KCl, 100 mM Tris-HCl, pH7.4) at 4°C for 10 min. Digestion was stopped by adding fatty acid-free BSA (1 mg/mL) and trypsin inhibitor (0.65 mg/mL), and then tissues were homogenized by potter homogenizer. The homogenate was centrifuged at 600×g 10 min and the resulting supernatant was centrifuged again at 8500×g for 15 min. Supernatant and the fluffy upper layer were discarded and the mitochondrial pellet was suspended in isolation medium. After sonication, mitochondria lysate was stored at −80°C. Protein concentration in mitochondria lysate was assayed by bicinchoninic acid assay. Electron transport chain complexes were assayed with isolated mitochondria as described previously [26].

### Western blots

Tissues were homogenized in RIPA buffer (10 mM Tris-HCl, pH8.0, 150 mM NaCl, 1 mM EDTA, 0.5% nonidet-40, 0.5% deoxycholate, 0.5% SDS, protease inhibitor cocktail, phosphatase inhibitor cocktail (Nacalai tesque) by Potter homogenizer and then sonicated on ice for 15 s by using a microtip sonicator. After centrifusion, protein concentration of supernatant was determined by bicinchoninic acid assay (Nacalai tesque). SDS sample buffer (x2∶125 mM Tris-HCl, pH 6.8, 4% SDS, 10% mercaptoethanol, 20% Glycerol, 0.002% bromophenol blue) was added into lysates. The membrane transfer was performed by semi-dry method. Western blot was performed as described previously [27]. Anti-Grp78 (BD bioscience), XBP1 (Abcam), GAPDH (Milipore) antibodies were used.

### Microarray and pathway analysis

RNA from skeletal muscle was isolated by using Sepazol-RNA super G, and cleaned by using RNeasy mini kit (Qiagen). A microarray analysis was performed by using SurePrint G3 Mouse Gene Expression 8×60K arrays (Agilent Technologies) according to the manufacturer’s instructions. The microarray data have been deposited in Gene Expression Omnibus (GSE57373). Data analysis was performed with GeneSpring software (version GX 10.3). All comparisons of expression levels between the groups were performed using un-paired t-tests. Genes were identified as differentially expressed if they showed a fold-change of at least 1.8 with a p value lower than 0.05. Pathway analysis was performed by using Ingenuity Pathway Analysis (IPA) software (Agilent technology). The Fisher’s exact test was used to determine the statistical significance of association with the recorded knowledge concerning molecular networks, upstream regulators and biological functions in IPA.

### Statistics

Student’s t-test or Tukey-Kramer test (for multiple comparisons) was used to determine statistical significance between groups. Log lank test was used in the longevity study. Differences were considered statistically significant when the calculated P value was less than 0.05.

## Results

Knocking out TauT causes a 99% decrease in taurine content in muscle and heart and ∼90% decline in brain, adipose tissue and liver as well as about 75% decline in plasma taurine concentration [24], [28]. TauTKO mice exhibit a variety of typical phenotypes, such as lower body weight, exercise intolerance and muscle atrophy [24], [29]. Moreover, various disorders, such as a mild cardiomyopathy [24], blindness [28] and liver fibrosis [30], commonly develop with advanced aging, indicating that tissue taurine deficiency may relate to senescence. However, the impact of tissue taurine depletion on aging and longevity has not been elucidated in the TauTKO mouse model.

### Shortened longevity in TauTKO mice

The lifespan of TauTKO mice and their littermate controls that were used solely for the lifespan experiment was monitored (total number; n = 21 (wild-type (WT)), n = 10 (heterozygous (hetero)) and n = 41 (TauTKO). Log-rank test analysis showed a significant difference in the survival curves of TauTKO, hetero and wild-type mice. The median life span of the mice varied from 795 days for WT, 723 days for hetero and 591 days for TauTKO mice (χ^2^ = 7.83, *P* = 0.020, Fig. 1A). Some mice older than 520 days (about 1.5 years old) of age that were not included in the lifespan analysis were used in another experiment. To prevent the introduction of an artifact we analyzed survival rate until 520 days including the mice sacrificed over 520 days after birth (total number; n = 37 (WT), n = 20 (hetero) and n = 58 (KO)). Those experiments also showed significant differences in the survival rate of TauTKO, hetero and WT mice (χ^2^ = 5.99, *P* = 0.00054, Fig. 1B). Analysis of each sex separately showed that median lifespan of the male mice varied from 686 days in the WT+hetero group and 511 days for the TauTKO group (χ^2^ = 6.11, *P* = 0.013, Fig. 1C). In contrast, deletion of *TauT* in female mice had little effect (median survival: 847 days (WT+hetero) and 794 days (TauTKO)) (χ^2^ = 2.89, *P* = 0.089, Fig. 1D).

**Figure 1:**
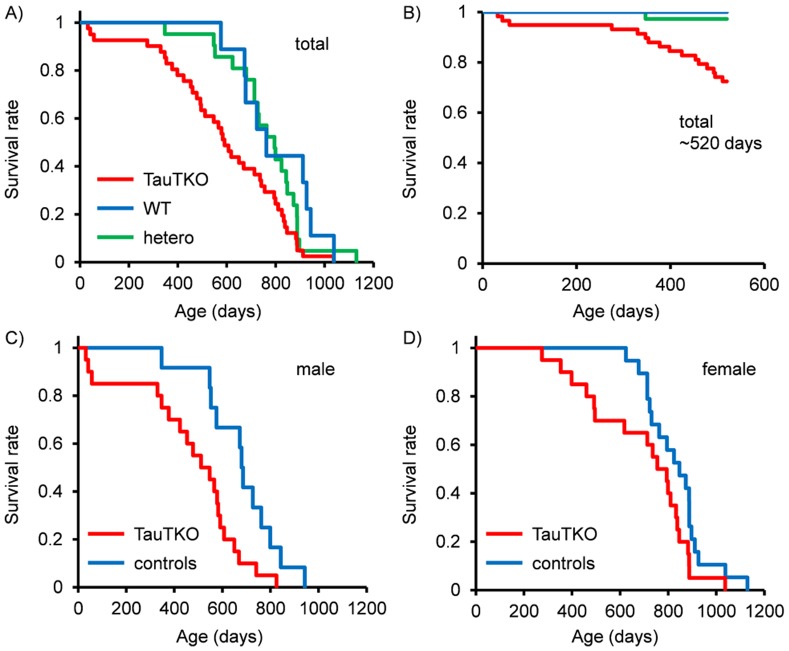
Shortened lifespan of TauTKO mice. Kaplan-Meier survival curves for (A,B) combined (C) male and (D) female wild-type (WT) heterozygous (hetero) and TauTKO mice. (A) n = 21 (WT), 10 (hetero), 41 (TauTKO) (B) n = 37 (WT), 20 (hetero), 58 (TauTKO). (C) n = 12 (control; WT+hetero), 20 (TauTKO) (D) n = 19 (conrol; WT+hetero), 21 (TauTKO). Data for B), but not A), C) and D), includes the mice sacrificed over 520 days after birth.

### Induction in Cyclin-dependent kinase 4 inhibitor A (p16INK4a) in TauTKO tissues

To determine whether tissue taurine depletion enhances tissue senescence, we first evaluated in tissue of aged (18 to 22-mo) mice the expression of p16INK4a, which is a robust biomarker of cellular aging [31]. The most pronounced increase in p16INK4a content was observed in skeletal muscle of aged male TauTKO mice, with levels increasing more than 10 times those of aged WT mice (Fig. 2A). Inductions of p16INK4a mRNA were also observed in lung and kidney of aged TauTKO mice although the level was significantly less than that seen in muscle. The level of p16INK4a mRNA was not changed in earlap (skin), heart and liver between TauTKO and WT mice. Similarly, p16INK4a was induced more in aged female TauTKO compared to aged female WT mouse although the increase in levels was not as severe (Figure A in Fig. S1). Meanwhile, the expression of p16INK4a in young TauTKO and young WT was not different (Data not shown), suggesting that its induction in old TauTKO is due to tissue aging.

**Figure 2:**
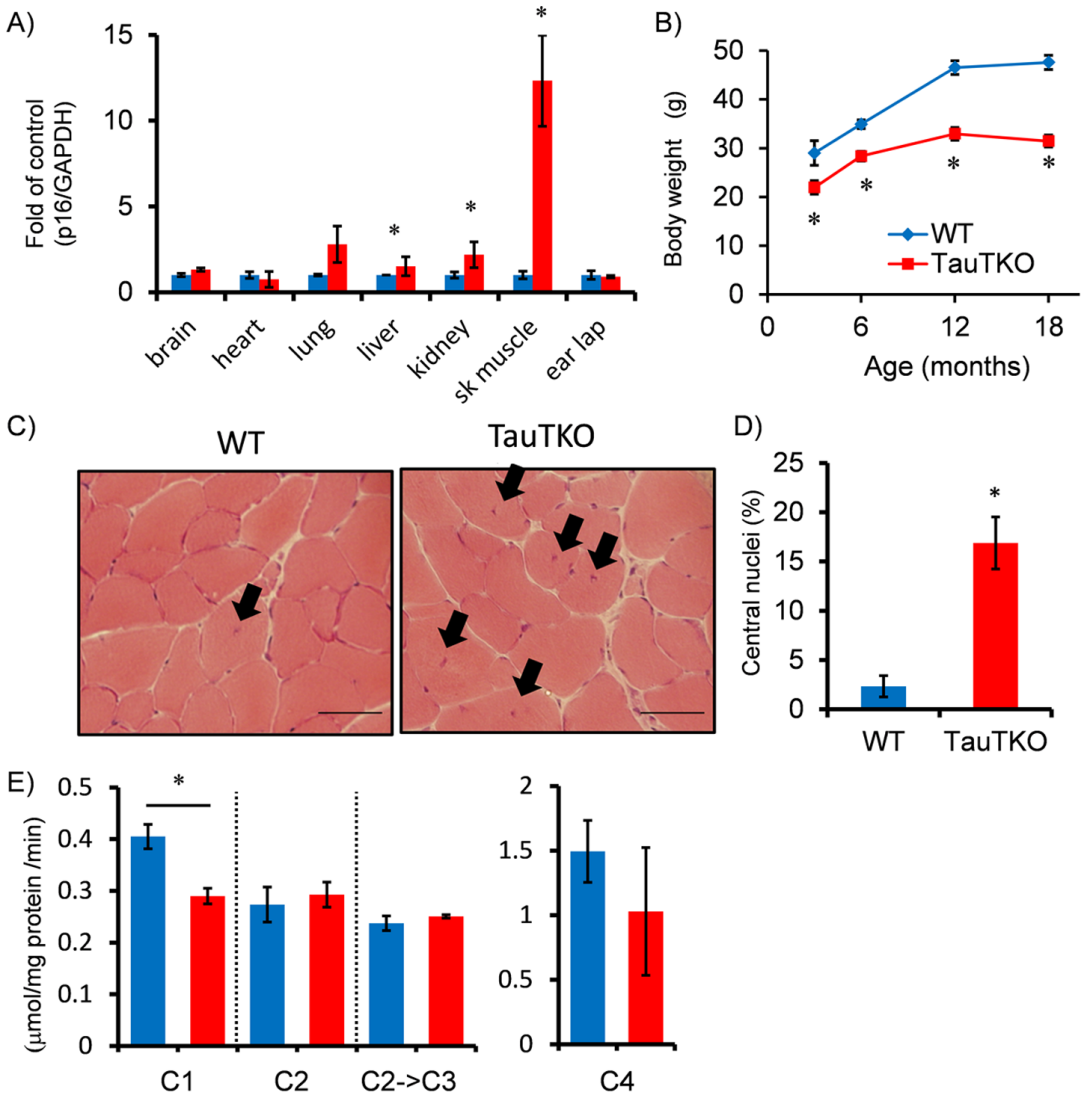
Accelerated aging in TauTKO muscle. A) mRNA level of the senescence marker, p16INK4A, was quantified in several tissues of old TauTKO and WT mice by real-time RT-PCR. The marker is severely increased in old TauTKO muscle. n = 4–7. B) Body weight of TauTKO mouse is consistently lower than that of the WT mouse. n = 6–12. C), D) Histological analysis of tibial anterior muscles shows an induction of myotubes with central nuclei indicated by arrows in old TauTKO muscle. The ratio of myotubes with central nuclei to total myotubes is significantly higher in old TauTKO than WT. n = 6. Scale bar = 50 µm. E) The assays for electron transport chain complex reveal that activity of mitochondrial complex1 is decreased in old TauTKO muscle. C1–4; Complex 1–4. n = 4–5. *;p<0.05.

### Aging-related phenotype in skeletal muscles of TauTKO mice

One of the features of skeletal muscle aging is sarcopenia, which is characterized by a decrease in the size of the muscle fibers. Yet, muscle size of young TauTKO mice is already reduced and associated with consistently lower body weight (Fig. 2B) and diminished exercise tolerance capacity [24]. Nonetheless, upon aging (>18-months of age) many fibers of TauTKO muscle, but not those of WT mice, undergo changes in the distribution of the nuclei, which become centralized in TauTKO fiber (Fig. 2C). Central nuclei are a feature of regenerating muscle fiber, observed not only in dystrophic muscle but also in aged muscle [32], [33]. However, the number of fibers with central nuclei was significantly higher in older TauTKO than older WT mice, a feature not observed in younger TauTKO mice (Fig. 2D). While aged TauTKO female muscle also exhibits a significant increase in myotubes containing central nuclei (Figure B in Fig. S1), the difference between WT and TauTKO muscle relative to the number of centrally localized nuclei is less in females than in males.

Another characteristic feature of aging muscle is the decline in respiratory chain complex I activity [34]. Activity of complex 1 was suppressed in muscle mitochondria of aged TauTKO mice (Fig. 2E), while the activity of the other complexes were not significantly different in mitochondria isolated from aged TauTKO and aged WT muscle. Meanwhile, mitochondrial complex 1 activity as well as other complex activities was not different between young WT and TauTKO muscles (Data not shown).

Moreover, we analyzed red-ragged fibers, which are markers of abnormal subsarcolemmal aggregates of mitochondria characteristically present in one of the mitochondrial diseases [35], since it has been suggested that the lack of TauT might cause a mitochondrial encephalopathy-related phenotype [36]. However, in TauTKO muscle we failed to detect an increase in red-ragged fibers (Figure C in Fig. S1).

### Microarray analysis

Our data suggest that tissue taurine depletion of skeletal muscle accelerates the aging process. 

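Skeletal muscle RNA of 3 young WT, 3 young TauTKO, 3 old WT and 3 old TauTKO mice was hybridised to Agilent SurePrint G3 Mouse Gene Expression arrays in 1 colour, 1 array per mouse. The sample labels give an age of 3 months for the young mice and of 18 months for the old mice, and the paper gives 17 to 22 months for its old mice. The arrays carry 62976 spots, of which 59305 are not control spots and belong to 55681 probes. The authors deposited the scanner output of Agilent's Feature Extraction software, whose background-corrected intensity per spot was used here. The 75th percentile of that intensity, which stands in for the depth of an array, was between 429.9 and 502.6 in young WT, between 507.8 and 532.9 in young TauTKO, between 429.8 and 474.0 in old WT and between 478.7 and 562.1 in old TauTKO. Between 66.1% and 74.8% of the probes were well above background on each array, and 0 spots were saturated. All young mice lie on slide 1 and all old mice on slide 2, so age and slide cannot be told apart, whereas each slide holds both genotypes. From the deposited intensities, log2 values were taken relative to the 75th percentile of their array, spots marked as outliers were left out, and spots of a probe were averaged. The 38973 probes that were well above background on all 3 arrays of at least 1 group were tested with limma in a fit of 4 group means, and a probe was called when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change at least 1.8, the fold threshold of the methods. With 3 arrays per group, the number of arrays limits the precision.
The targeted gene, Slc6a6, which encodes the taurine transporter TauT, is measured by 1 probe on chromosome 6 from 91708620 to 91708679 of mm9. Its log2 signal relative to the array's 75th percentile was 2.39 ± 0.23 (SD, n = 3) in young WT, 3.17 ± 0.28 (SD, n = 3) in the young arrays labelled TauTKO, 2.60 ± 0.21 (SD, n = 3) in old WT and 3.46 ± 0.27 (SD, n = 3) in the old arrays labelled TauTKO. The probe was therefore higher in the arrays labelled TauTKO, which goes against a label of lost transporter transcript. The log2 fold change was 0.85 in old mice (standard error 0.19, limma adjusted p = 0.0297) and 0.79 in young mice (limma adjusted p = 0.0987), and each TauTKO array lay above the WT arrays of its age. The call in old mice is lost when old WT replicate 1, old WT replicate 3, old TauTKO replicate 1 or old TauTKO replicate 2 is left out, with an adjusted p between 0.0259 and 0.109 over the arrays left out in turn. Over all alternatives the log2 fold change in old mice stayed between 0.72 and 0.99. Directions given for TauTKO therefore rest on the labels of the arrays.

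**Figure D1:**
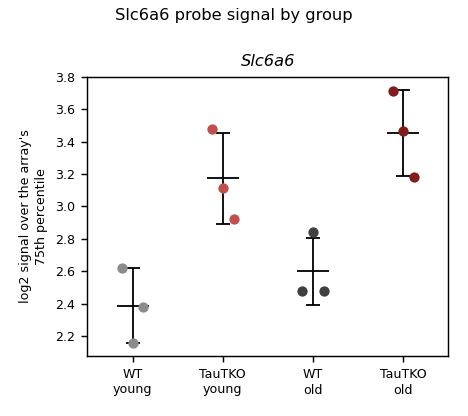
Signal of the Slc6a6 probe on each array (points), as log2 of the intensity over the array's 75th percentile, with the mean and SD of each group of 3 mice (bars). The 3 arrays labelled TauTKO lie above the 3 WT arrays at each age.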

To uncover the mechanism involved in acceleration of tissue aging in the TauTKO mouse, transcriptome assays and pathway analysis were carried out on skeletal muscle samples isolated from both young and older TauTKO and WT mice (Table S2,S3). To evaluate the impact of tissue taurine depletion on gene expression, data obtained from mRNA expression patterns were analyzed. 

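In old mice, 812 probes were called between the arrays labelled TauTKO and WT, of which 544 were higher and 268 lower in TauTKO. In young mice 146 were called, 76 higher and 70 lower. The 812 probes carry 694 gene names and the 146 probes 129. At an unadjusted p under 0.05 without a fold threshold, limma gave 8889 probes in old and 4976 in young mice. The methods' test, an unpaired comparison per probe at an unadjusted p under 0.05 with the same fold threshold, gave 983 probes in old and 439 in young mice, and 0 at both ages after Benjamini-Hochberg adjustment. With 1 array left out, the lowest count in young mice was 9, without young WT replicate 1, and in old mice 485, without old WT replicate 3. In simulated data with 200 probes changed 2-fold, the test recovered 51.5% of them in the old comparison and 55.5% in the young one. The simulation gave every group the same spread per probe, so these shares cannot show whether sensitivity differs between the ages.
Of the probes called in old mice, the largest increase with all 6 arrays well above background and groups apart was that of Rab15, on chromosome 12 from 77898991 to 77899050, with a log2 fold change of 4.19 (standard error 0.22, limma adjusted p = 0.000153). It was also called in young mice, with a log2 fold change of 2.54 (limma adjusted p = 0.00466), while a second probe of Rab15, with 0.73 in old and 0.94 in young mice, was called at neither age. Ndrg4 rose by 3.39, Ccdc92 by 3.36 and Fam171b by 3.23 on the log2 scale in old mice. Among the decreases, Frzb had a log2 fold change of -2.64 and Col9a1 of -2.39, with -0.15 for a second probe of Col9a1 that was not called. Myl3 had the largest, -4.18, with an SD of 2.70 among the old TauTKO arrays (limma adjusted p = 0.049), and its call is lost when any array other than old TauTKO replicate 1 is left out. In young mice, Morn4 fell by 2.02 (limma adjusted p = 0.00324) and Retnla by 2.50 on the log2 scale.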

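In 78 probes, carrying 66 gene names, the signal was called higher in the old arrays labelled TauTKO than in each of the other 3 groups. By fold change alone, with a mean at least 1.8-fold above each of the other groups and no threshold on p, 248 probes met the description. Leaving out 1 array at a time gave between 42 called probes, without young TauTKO replicate 3, and 77. Zfp365, on chromosome 10 from 67348908 to 67348967, showed a log2 signal of 0.12 ± 0.39 (SD, n = 3) in old TauTKO and of -2.79 ± 0.16 (SD, n = 3) in old WT.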

Initially, ingenuity pathway analysis (IPA) was performed in a gene set which is more than 1.8 higher than the other three groups. 

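Of the 7 genes named for the cell cycle (Asns, Cdkn2a, E2f2, Gdf15, Lgals3, Rrad and Trp63), 6 were higher in old arrays labelled TauTKO than in old WT, 5 of them called, and 4 were called above each of the other 3 groups. With no threshold on p, 6 of the 7 were at least 1.8-fold above each of those groups. E2f2 had a log2 fold change of 1.52 in old mice (standard error 0.17, limma adjusted p = 0.00154) and of 0.02 in young mice (limma adjusted p = 0.977). Cdkn2a was higher by 2.74 on the log2 scale in old mice, but with a limma adjusted p of 0.0764 it was not called. It was well above background on 3 of 3 old TauTKO arrays and on 1 of 3 old WT arrays. The probes of Trp63 do not move alike. The brightest had a log2 fold change of -0.21, and another probe of 2.00 (limma adjusted p = 0.0159).
Of the 19 genes named for necrosis, 16 were higher in old TauTKO and 3 lower, with 11 called higher and 1 lower, and 9 were called above each of the other 3 groups. With no threshold on p, 16 of the 19 were at least 1.8-fold above each of those groups. Ncam1 rose by 2.16 (limma adjusted p = 0.00123), with 0.33 for another of its probes that was not called, and Krt18 by 2.85 (limma adjusted p = 0.0091) on the log2 scale. Apln was called lower in old TauTKO, with a log2 fold change of -1.32 (standard error 0.30, limma adjusted p = 0.0295). That call was lost when any 1 of the 6 old arrays was left out. 1810011O10Rik, the mouse gene for C8orf4, had a log2 fold change of -0.67 and was not called. A second, dimmer probe of 1810011O10Rik was called lower with -0.89 (limma adjusted p = 0.0138). Atp2a2 rose by 2.06 with an SD of 1.44 among the 3 old TauTKO arrays (limma adjusted p = 0.0544), and was called when any 1 of these 3 arrays was left out, with a log2 fold change of 1.23 and an adjusted p of 0.00709 without old TauTKO replicate 1. Adjusted over the list alone, 17 of the 19 and 6 of the 7 genes were called, which is not independent evidence because the study chose them on these arrays.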

The analysis of biological function revealed significant enrichment of genes involved in cell cycle progression (cell cycle) (ASNS, CDKN2A, E2F2, GDF15, LGALS3, RRAD, TP63), necrosis (Cell death and survival) (APLN, ASNS, ATP2A2, C8orf4, CDKN2A, CX3CL1, CXCL10, E2F2, GDF15, KRT18, LGALS3, MAP3K9, NCAM1, PKP2, PLA2G5, RRAD, TP63, TRIB3, UCHL1) etc. (Fig. 3A, Table S4). Moreover, the upstream analysis in this gene set predicted the activation of putative major upstream factors of the regulated genes, including ATF4, PPARG, CTNNB1, IL6, NFkB, TGFB1 and TNF (Fig. 3B, Table 1). 

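Of the 28 target genes listed in Table 1, 27 had a probe past the filter. Of these, 22 were higher and 5 lower in old arrays labelled TauTKO than in old WT, with 16 called higher and 2 lower, and 14 were called above each of the other 3 groups. With no threshold on p, 22 of the 27 were at least 1.8-fold above each of those groups. All 7 targets of ATF4 were higher, 5 of them called. Psat1 had a log2 fold change of 2.73 (standard error 0.31, limma adjusted p = 0.0017) and Mthfd2 of 2.57 (limma adjusted p = 0.00278), while a second probe of Psat1 changed by -0.28. Asns had a log2 signal of 1.27 ± 0.61 (SD, n = 3) in old TauTKO and of -0.63 ± 0.22 (SD, n = 3) in old WT. In young mice 21 of the 27 were higher, and none passed limma's threshold over all probes or over the list alone. Tmem100 was called lower in old TauTKO, with a log2 fold change of -1.34 (limma adjusted p = 0.0263), a call lost in 5 of the 12 fits with 1 array left out. Lpin1 had a log2 fold change of -0.57 (limma adjusted p = 0.088). From the targets in this set, the paper predicts the activation of these upstream factors by Ingenuity Pathway Analysis, whose knowledge base was not used here.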

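In young and old mice together, 99 probes were called in both comparisons and changed the same way in the arrays labelled TauTKO, 53 of them higher and 46 lower, and 7 probes without young WT replicate 1. By fold change alone 351 probes changed the same way, 220 higher and 131 lower. Of the 146 probes called in young mice, 140 changed in the same direction in old mice, and of the 812 called in old mice, 775 changed in the same direction in young mice. Called probes with opposite directions at the 2 ages numbered 0. The difference between the effects at the 2 ages was tested as an interaction with limma, which called 0 probes, with a smallest adjusted p of 0.142, while 2116 probes had an unadjusted p under 0.05. The methods' test on that difference gave 482 probes at an unadjusted p with the fold threshold and 0 after Benjamini-Hochberg adjustment. Adjusted over a list alone, limma's interaction passed for 14 of the 27 targets of Table 1, 11 of the 19 necrosis genes and 5 of the 7 cell cycle genes. It passed for 1 of the 30 measured targets of Table 2. These counts are not independent evidence, because the study chose the genes on these arrays, those of Table 1 as changed in old TauTKO.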

Next, to uncover the changes associated with taurine deletion, IPA was performed in overlapping gene set which is more than 1.8 higher or lower in TauTKO samples than WT samples for each age group. 

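Among the genes named for amino acid metabolism, Slc38a2 was higher in the arrays labelled TauTKO, by 0.975 on the log2 scale in old (limma adjusted p = 0.00575) and by 1.096 in young mice (limma adjusted p = 0.015). Slc6a9 was called higher in old mice, by 0.88, and a second probe of it at both ages, by 0.954 in old (limma adjusted p = 0.00905) and 0.954 in young mice (limma adjusted p = 0.033). Prodh was lower, with a log2 fold change of -1.06 in old mice (standard error 0.18, limma adjusted p = 0.00864) and of -0.89 in young mice (limma adjusted p = 0.0563). Of the genes for protein synthesis, Aplp1, Edn1, Igf2bp2 and Ybx2 were called higher in old mice, with log2 fold changes of 0.86, 1.31, 2.37 and 1.21. A second probe of Igf2bp2, with 1.50, and of Ybx2, with 0.71, was not called. The call of Ybx2 in old mice was lost in 5 of the 12 fits with 1 array left out, and that of Aplp1 in 4. In young mice the log2 fold changes of the 4 genes were 0.87, 0.87, 1.57 and 1.297, all past the fold threshold, and none passed limma's threshold on the adjusted p. Srcin1 was lower, by -0.93 in old and -1.15 in young mice, and was not called at either age. The methods' test at an unadjusted p under 0.05 called these 5 genes in young mice, and adjusted over the list alone all 5 were called at both ages, which is not independent evidence because the study chose them on these arrays. The probe of Ighm was not well above background on any of the 12 arrays. Of the genes for protein folding, Dnaja4 rose by 1.24 (limma adjusted p = 0.000974) and Hspa1a by 2.04 (limma adjusted p = 0.0215) in old mice. The Hspa1a call was lost in 5 of the 12 fits with 1 array left out. In young mice Dnaja4 and Hspa1a changed by 0.81 and 0.91, and neither passed both thresholds. A second probe of Dnaja4 was called at both ages, by 1.23 in old and 1.06 in young mice (limma adjusted p = 0.00152 and 0.0134).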

The analysis revealed significant enrichment of genes involved in amino acid metabolism (PRODH, SLC38A2, SLC6A9), protein synthesis (APLP1, EDN1, IGF2BP2, IGHM, SRCIN1, YBX2) and protein folding (DNAJ4, HSPA1A) etc (Fig. 3C, Table S5). 

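Of the 31 target genes listed in Table 2, 30 had a probe past the filter. In old mice 18 were higher and 12 lower in the arrays labelled TauTKO, with 26 called, and in young mice 7 were called. By fold change alone, 26 of the 30 changed the same way at both ages by at least 1.8-fold, and 7 were called at both. Tnfrsf12a had a log2 signal of 4.64 ± 0.18 (SD, n = 3) in old TauTKO against 2.29 ± 0.29 (SD, n = 3) in old WT, and of 5.22 ± 0.59 (SD, n = 3) in young TauTKO against 3.38 ± 0.19 (SD, n = 3) in young WT. Hspa1l rose by 1.70 in old and 0.93 in young mice on the log2 scale (limma adjusted p = 0.000387 and 0.0148). Fbln2, which lies near Slc6a6 on chromosome 6, was called higher at both ages, by 1.27 and 1.07. Hmgn2 fell by 1.69 in old and by 1.52 in young mice, and all 4 probes named for it fell alike.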

Activation of TNF, TGFB1 and inhibition of PPARG and TP53 were predicted by upstream analysis (Table 2). 

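Of the 10 genes named for myopathy, 7 were higher and 3 lower in old arrays labelled TauTKO, with 7 called in old and 1 in young mice. Adjusted over the list alone, 8 were called at each age, on a list that the study chose on these arrays. Cilp rose by 3.16 (standard error 0.28, limma adjusted p = 8e-04), Ankrd1 by 2.44 (limma adjusted p = 0.0031) and Csrp3 by 2.35 (limma adjusted p = 0.028) on the log2 scale in old mice. Myl4 was called lower, with a log2 fold change of -1.21 (limma adjusted p = 0.0299). The calls of Csrp3 and Myl4 were each lost in 5 of the 12 fits with 1 array left out. Ifit3 was not called at either age, with a log2 fold change of -0.58 in old mice. The probes of Ahnak do not move alike. The brightest, with 0.37 in old mice, was not called at either age, and another was called higher at both, by 0.96 in old (limma adjusted p = 0.00486) and 0.99 in young mice (limma adjusted p = 0.0171).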

A more detailed search of the gene set involved in the regulation of TauTKO muscle revealed changes in myopathy-related genes (ANKRD1, CSRP3, TIMP1, ACTC1, AHNAK, CILP, TNFRSF12A, MYL4, IFIT3, MYL3) and UPR-related genes (ATF3, CREM, HSPA5, XBP1) (Fig. 4A).

**Figure 3:**
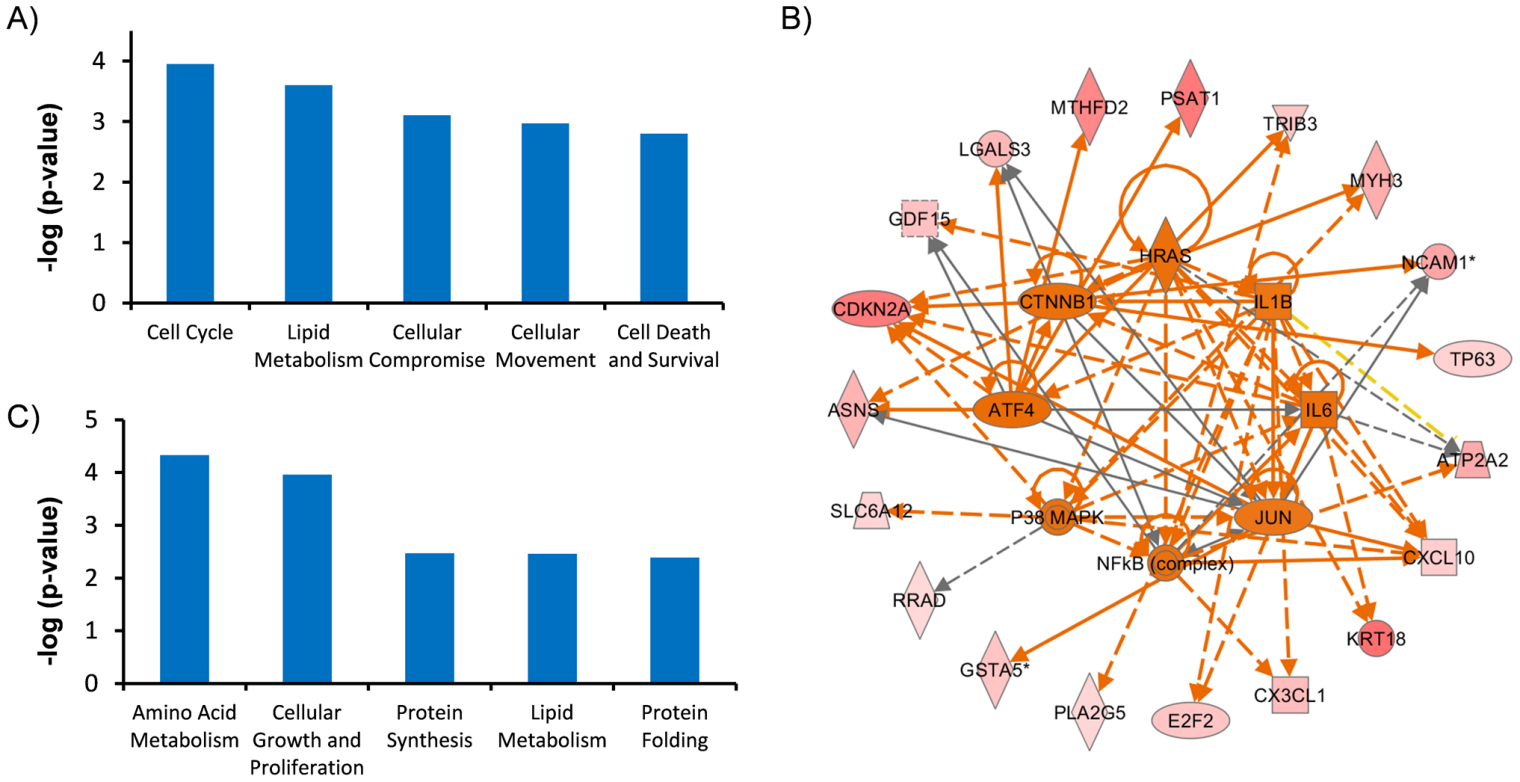
Specific changes in aged and young TauTKO skeletal muscle. A) Biological functions analysis shows a significant activation of cell cycle progression, prostaglandin D2 release, degranulation of cells, cell movement and cell death (necrosis, apoptosis) in aged TauTKO muscle. B) Wheel network diagram showing the overlap of the major upstream regulators of genes chaged in old TauTKO muscles. Each association between genes and upstream regulators is listed in Table 1. Red shapes: upregulated gene, green shapes: downregulated gene, orange shapes: predicted activation, Orange arrows: leads to activation, yellow arrow: findings inconsistent with prediction, gray arrows: effect not predicted. C) Biological functions analysis shows a significant activation of neural amino acid transport, colony formation of cells, protein synthesis, protein folding and steroid content both in young and aged TauTKO muscle compared to age-matched control littermate.

**Figure 4:**
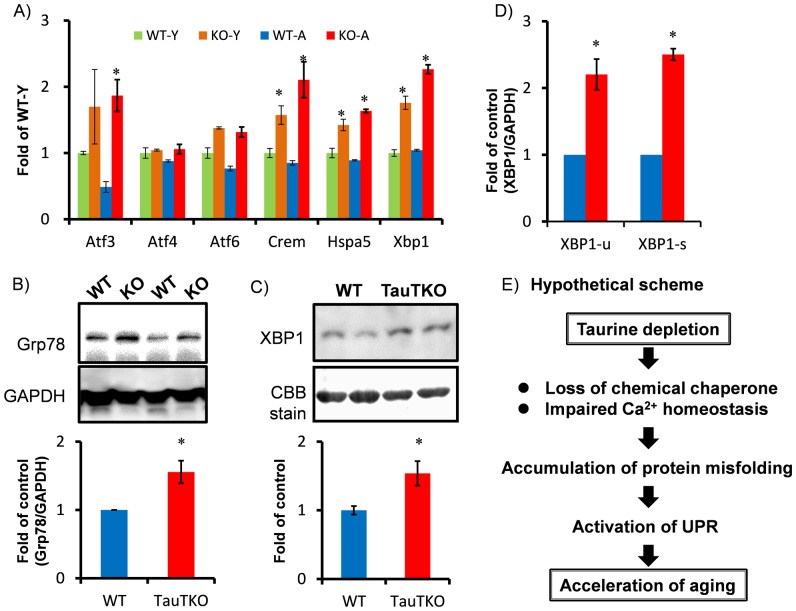
Activation of the unfolded protein response in TauTKO muscle. A) Microarray data show upregulation of UPR-related genes, including ATF3, 6, Crem, Hspa5 (Grp78) and Xbp1, in TauTKO muscle. n = 3. B) Western blot reveals an induction in Grp78 protein expression in old TauTKO muscle. n = 5. C) Western blot reveals an induction in nuclear XBP1 protein expression in old TauTKO muscle. n = 4. D) Real-time PCR analysis for unspliced and spliced XBP1 (XBP1-u and XBP1-s, respectively) mRNA in WT and TauTKO mice show a significant induction in both total and spliced (active form) of XBP1 mRNA. n = 5. *;p<0.05 vs WT. E) Our data hypothesize that taurine depletion in skeletal muscle may lead the activation of UPR due to the accumulation of unfolded proteins, which in turn accelerates tissue aging in TauTKO mice.

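In old mice, Xbp1 had a log2 signal of 5.32 ± 0.08 (SD, n = 3) in the arrays labelled TauTKO and of 4.41 ± 0.11 (SD, n = 3) in WT, a log2 fold change of 0.91 (standard error 0.09, limma adjusted p = 0.00127). In young mice the log2 fold change of Xbp1 was 0.63 (limma adjusted p = 0.0215), under the fold threshold. Crem was called in old mice with a log2 fold change of 1.08 (limma adjusted p = 0.00476), and Atf3 with 1.75 (limma adjusted p = 0.0429), a call that was lost in 9 of the 12 fits with 1 array left out. Hspa5, with a log2 fold change of 0.67 (limma adjusted p = 0.00758), and Atf6, with 0.58 (limma adjusted p = 0.00694), passed the threshold on p but not on the fold. In young mice the changes of Atf3 (0.37), Crem (0.46), Hspa5 (0.33) and Atf6 (0.29) had limma adjusted p values of 0.813, 0.225, 0.223 and 0.201. Atf4 did not pass the threshold at either age, with log2 fold changes of 0.06 and -0.11. In old mice a second probe of Atf4 changed by -0.28 and a dim probe of Crem by -0.13, and neither was called. A brighter further probe of Crem rose by 0.82 (limma adjusted p = 0.00848), past the threshold on p but not on the fold. Adjusted over the list alone, 5 of the 6 genes passed the threshold on p in old and 4 in young mice, which is not independent evidence because the study chose the list on these arrays. The difference between the effects in old and young mice had an unadjusted p under 0.05 for 4 of the 6 genes and passed adjustment over the list alone for none.

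**Figure D2:**
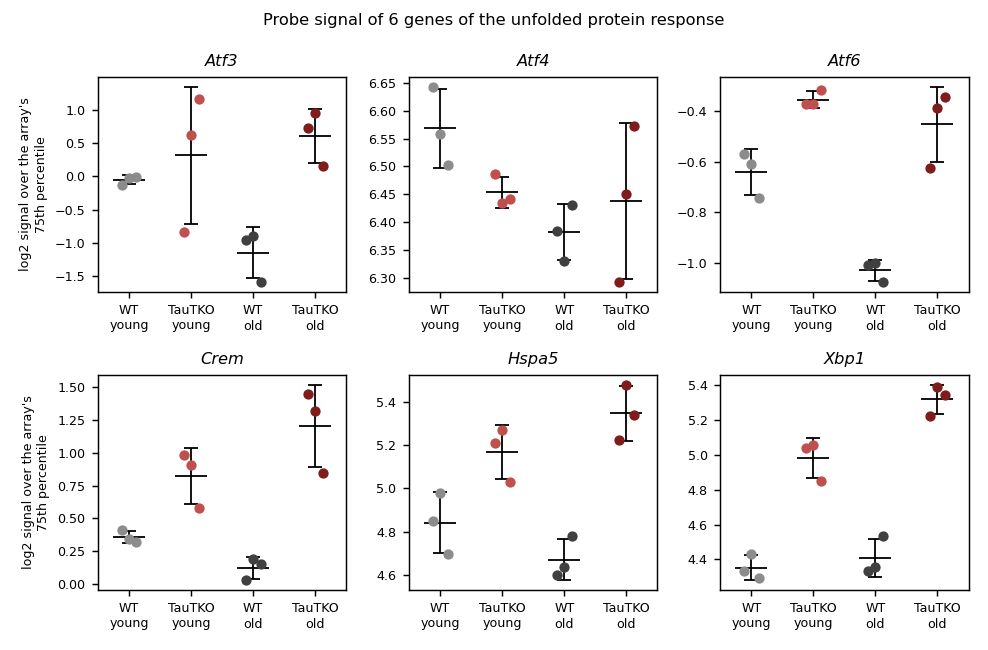
Signal of 6 genes of the unfolded protein response on each array (points), as log2 of the intensity over the array's 75th percentile, with the mean and SD of each group of 3 mice (bars). In old mice the 3 arrays labelled TauTKO lie above the 3 WT arrays for Atf3, Atf6, Crem, Hspa5 and Xbp1, and not for Atf4.

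From these differences, the paper states that genes of the unfolded protein response are upregulated in TauTKO muscle.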

**Table 1:** Upstream analysis by IPA of altered genes of old TauTKO muscle.

Upstream Regulator	Molecule Type	Activationz-score	p-value ofoverlap	Target molecules in dataset
ATF4	transcription regulator	2.366	1.43E-07	ASNS, CDKN2A, GDF15, LGALS3, MTHFD2, PSAT1, TRIB3
PPARG	ligand-dependentnuclear receptor	1.992	3.60E-02	ATP2A2, GDF15, KRT18, TRIB3
HRAS	enzyme	1.98	3.61E-02	ASNS, ATP2A2, CDKN2A, CXCL10, KRT18
IL6	cytokine	1.976	5.16E-02	ATP2A2, CDKN2A, CXCL10, E2F2, KRT18
P38 MAPK	group	1.969	3.05E-03	CDKN2A, CXCL10, MYH3, RRAD, SLC6A12
CTNNB1	transcription regulator	1.969	3.91E-02	CDKN2A, LGALS3, MYH3, NCAM1, TP63
NFkB (complex)	complex	1.925	7.04E-03	ATP2A2, CX3CL1, CXCL10, GDF15, NCAM1, TRIB3
lipopolysaccharide	chemical drug	1.774	2.31E-01	ATP2A2, CX3CL1, CXCL10, LGALS3, PLA2G5, TP63, UCHL1
IL1B	cytokine	1.765	4.09E-02	ATP2A2, CX3CL1, CXCL10, E2F2, GDF15, PLA2G5
JUN	transcription regulator	1.702	1.33E-03	ASNS, CDKN2A, CXCL10, GSTA5, LGALS3, NCAM1
NKX2-3	transcription regulator	1.633	3.86E-05	ASNS, C8orf4, CX3CL1, GDF15, PSAT1, TMEM100
STAT4	transcription regulator	1.546	1.17E-04	ARHGAP15, CXCL10, KRT18, LPIN1, PKP2, RRAD
TNF	cytokine	1.495	2.68E-03	APLN, ATP2A2, CDKN2A, CX3CL1, CXCL10, GDF15, LGALS3,MSLN, NCAM1, PLA2G5, RRAD, ZNF365
TGFB1	growth factor	1.348	1.97E-03	APLN, ASNS, CDKN2A, CX3CL1, CXCL10, GDF15, GSTA5,KRT18, LGALS3, MTHFD2, NCAM1, RRAD, ZNF365

**Table 2:** Upstream analysis by IPA of altered genes of young and old TauTKO muscles.

UpstreamRegulator	Molecule Type	Activationz-score	p-value ofoverlap	Target molecules in dataset
TNF	cytokine	2.438	3.87E-02	BIRC5, CYP27A1, EDN1, GADD45G, IFIT3, LAMC2, MGST1, RFTN1, SERPINB1, TIMP1
TGFB1	growth factor	1.977	1.19E-02	ANKRD1, BIRC5, EDN1, FBLN2, GPRC5B, LAMC2, SLC39A8, TIMP1, TNFRSF12A
TLR3	transmembrane receptor	1.477	7.83E-03	CSRP3, EDN1, IFIT3, TIMP1, TP63
Cg	complex	1.144	1.72E-02	ESM1, IFIT3, RUNX1, SFRP4, TIMP1, TNFRSF12A
TP53	transcription regulator	−1.511	4.16E-02	BIRC5, CYFIP2, FBLN2, GADD45G, HMGN2, HSPA1A/HSPA1B, HSPA1L, MYL4, PRODH, RUNX1, SH3BGRL2, TP63
PPARG	ligand-dependentnuclear receptor	−2.425	2.02E-02	ADIG, BIRC5, Ces1d, FAM57B, MGST1, PRODH

### Enhanced unfolded protein response (UPR) in TauTKO muscle

Since organic osmolytes contribute to protein folding, we tested the hypothesis that tissue taurine depletion leads to the accumulation of misfolded and unfolded proteins in the ER, thereby triggering ER stress. We initially examined the signal pathways involved in UPR to assess potential involvement of ER stress in the pathology of tissue taurine depletion (Fig. 4B). The protein levels of Grp78 were increased in TauTKO muscle compared to age-matched WT controls. Moreover, levels of spliced XBP1 mRNA (XBP1s), which can be translated into the active form of the XBP1 protein, and nuclear levels of XBP1 protein were increased in TauTKO muscles (Fig. 4C).

## Discussion

This study demonstrated that tissue taurine depletion shortens lifespan concomitant with acceleration in tissue aging. In TauTKO skeletal muscle, enhanced expression of p16 is associated with advanced aging. A recent study revealed that p16-positive senescent cells play a key role in the progression of whole body aging, which is a determinant of lifespan. Baker et al. demonstrated that clearance of p16-positive senescent cells by a transgenic technique extends the lifespan of BubR1 progeroid mice [37]. Importantly, removal of p16Ink4a-expressing cells delays the onset of the aging-related, pathologic muscle phenotype in the progeroid mice. Thus, induction of p16 in TauTKO skeletal muscle may contribute to accelerated tissue aging. It is widely accepted that senescent cells enhance the secretion of senescent-sensitive secretary proteins, such as cytokines, chemokines, growth factors, Wnt and matrix metalloproteases [38]. Moreover, these secreted factors accelerate aging of neighbor cells and/or the other tissues, which is associated with aging-related diseases, such as cancer, Alzheimer disease and heart diseases [39]. In this study, the upstream analysis from the microarray data predict that the signaling pathways that are downstream of senescence-associated secretory proteins, such as NF-κB, β-catenin (CTNNB1), p38MAPK, IL6, TGFB1, TNF signal cascades, are activated in old TauTKO muscle, suggesting the involvement of senescence-associated secretory protein-dependent signal cascade. Furthermore, although it has been proposed that tissue taurine depletion causes aging-related disorders in several tissues, including heart and liver, we failed to detect changes in p16 levels in those tissues of aged TauTKO mice.

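Secreted proteins attributed to senescent cells were also followed as a list of 30 genes, of which 23 had a probe past the filter. In old mice 14 of the 23 were higher and 9 lower in the arrays labelled TauTKO, with a median log2 fold change of 0.34, a mean of 0.345 and 3 genes called higher. In young mice 16 were higher and 7 lower, with a median of 0.19 and a mean of 0.313. By limma's camera with its preset correlation between genes the list was higher at both ages (adjusted p = 0.00259 in old and 0.0174 in young mice), and a difference between the ages was not tested. By fry it was higher in old mice (adjusted p = 0.0399) and did not pass in young mice, and with the correlation estimated from the data it did not pass in old mice (adjusted p = 0.264). Without the 3 measured genes of the list that the paper names, it passed at neither age (camera adjusted p = 0.0555 and 0.07). Over all lists and both ages, 22 tests passed by camera, against a median of 12 in 100 regroupings of the genotypes within ages, of which 6, the real one included, gave at least 22.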

In this study, we showed that tissue taurine depletion increases the aging process in central nuclei containing myotubes. While we have previously reported the histological change in young TauTKO muscle [24], the myotubes with center nuclei were not found in young WT and TauTKO muscles, indicating this phenotype is due to acceleration of aging in TauTKO mice. Central nuclei in myotubes are a characteristic feature of regenerating muscle. This type of myotube is abundant in dystrophic muscle and muscle after injury. These observations imply that tissue taurine depletion leads to cell injury associated with advanced aging, which in turn increases the regeneration of muscle. Decreasing muscle cell size (sarcopenia) is a critical feature of muscle aging. We have previously reported that skeletal muscle already exhibits a decrease in muscle weight and cross sectional area at an early stage in TauTKO mice. We have also demonstrated that the ultrastructure of skeletal muscle is defective in aged TauTKO mice [24], an indication of aging-associated muscle injury. One mechanism that could contribute to a change in ultrastructure is impaired conjugation of taurine with the wobble base of tRNA^Lys^, a reaction implicated in the development of the mitochondrial disease, myoclonic epilepsy and ragged-red fiber syndrome (MERRF), which leads to the formation of ragged red fibers [36], [40]. However, we failed to detect ragged-red fibers in muscle sections of TauTKO mice stained with Gomori trichrome method. Nonetheless, mitochondrial complex I activity is reduced in aged TauTKO muscle. Importantly, we could not detect the reduction of mitochondrial complex I activity in young TauTKO muscle compared to young WT muscle, indicating that the reduction of mitochondrial complex I activity is due to advancing aging. Since mitochondrial dysfunction is likely an important factor involved in accelerated tissue aging, the decline in complex 1 and associated mitochondria-dependent muscle injury likely contributes to enhance skeletal muscle aging. However, the mechanism by which mitochondrial dysfunction contributes to accelerated aging remains to be determined.

In this study, we demonstrated that ER stress may be increased by tissue taurine depletion in skeletal muscle, suggesting that endogenous taurine contributes to the stabilization of protein folding. Moreover, we found inductions in genes involved in amino acid metabolism (PRODH, SLC38A2, SLC6A9), protein synthesis (APLP1, EDN1, IGF2BP2, IGHM, SRCIN1, YBX2) and protein folding (DNAJ4, HSPA1A) in taurine-depleted muscles, suggesting that tissue taurine depletion affects protein homeostasis. These are consistent with the theory that organic osmolytes act as chemical chaperones. 

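In the arrays labelled TauTKO, 8 of the 10 measured genes among these were higher at both ages. The exceptions were Prodh and Srcin1, which were lower at both ages.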

The effect of taurine treatment on ER stress has been previously investigated [41], [42]. Taurine attenuates ER stress induced by homocysteine, although taurine failed to attenuate UPR activation induced by typical ER stress inducers, thapsigargin and tunicamycin [41], [42]. Furthermore, Pan et al. recently reported that taurine suppresses ER stress induced by glutamate in the brain [43]. More recently, Bandyopadhyay *et al*. has demonstrated that different chemical chaperones, such as TMAO, proline and glycerol, differentially influence the folding pathways unique to mutant variants, suggesting that osmolytes play a specific role in protein folding [44]. This rationale may explain the effectiveness of taurine in countering the actions of ER stress inducers.

Cells possess various mechanisms to prevent and eliminate protein misfolding or damage, termed proteostasis (protein homeostasis). However, the proteostasis machinery declines with aging, and damaged proteins accumulate in cells [45], [46]. Importantly, several findings illustrate that loss of proteostasis and accumulation of damaged protein contribute to cellular aging [45], [47]. For instance, the activation of autophagy/lysosomal system by overexpression of FOXO or 4E-BP in muscle prevents the accumulation of damaged proteins with aging and thereby muscle dysfunction in Drosophila [47]. Moreover, knocking out XBP1 or IRE-1 reduces stress resistance and shortens lifespan in nematodes [48], suggesting that UPR is also important for aging. Thus, accumulation of misfolded proteins by tissue taurine depletion may be involved in acceleration of muscular senescence. Moreover, recent findings suggest that aging-dependent muscle disorder may control age-related changes in other tissues and longevity [47], [49]. Demontis and Perrimon have demonstrated that muscle-specific overexpression of FOXO or 4E-BP delays muscle functional decay via enhancing removal of damaged protein and extends lifespan in Drosophila [47]. Stensen et al. have reported that muscle-specific overexpression of AMP-activated kinase (AMPK) extends lifespan in Drosophila, whereas muscle-specific inhibition of AMPK decreases lifespan [49]. Thus, senescent muscle may contribute to aging-related disorders in non-muscle tissues in old TauTKO mice. However, this study could not determine the tissue responsibility for longevity in TauTKO mice. Thus, it would be interesting to investigate the impact of muscle-specific mutation of TauT on the lifespan in the future.

In this study, we found that lifespan is significantly shorter in male TauTKO mice but not in female. Moreover, acceleration of skeletal muscle senescence is less severe in female TauTKO than male. The reason for these gender differences is unclear, so far. Gender effects for lifespan have been reported in some experimental geriatric studies. Treatment of metoformin, an anti-diabetic drug, extends lifespan in female mice but not male [50], [51]. Target disruption of insulin-like growth factor (IGF)-1 receptor or ribosomal protein S6 kinase 1 (S6K1) extends lifespan in female mice, but no effect in male [52], [53]. Moreover, treatment of rapamycin, an inhibitor for mammalian target of rapamycin (mTOR), also extends lifespan in mice, but this effect is larger in female than male [5]. Since these molecules are related to protein synthesis as well as energy metabolism, gender difference in these biological processes may relate to the difference in mechanisms of aging in male and female. Therefore, one possibility explaining the gender differences of the effect of taurine deficiency in aging that the difference of susceptibility against loss of chaperonic capacity by taurine depletion influences to severity of aging. Further studies are necessary to clarify the mechanism underlying gender-specific impact of taurine deficiency.

Since control of calcium handling is also an important action of taurine in skeletal muscle, alteration of calcium homeostasis by taurine depletion may also contribute to impairment of muscle function [54]. Moreover, while calcium homeostasis is impaired during aging, several studies have demonstrated that calcium mishandling may contribute to the progression of skeletal muscle aging [55], [56]. Meanwhile, alteration of ER calcium homeostasis activates signal pathways involved in UPR [57], suggesting that aging-associated alteration of calcium handling may disturb ER function, which in turn contributes to enhanced tissue aging. Therefore, alterations in calcium homeostasis by taurine depletion may also contribute to the accumulation of misfolded proteins and in turn the activation of UPR.

## Conclusions

In conclusion, tissue taurine depletion accelerates muscle aging and shortens lifespan; effects may be related to the enhancement of UPR. This study provides the evidence that taurine acts as an anti-aging molecule and that prevention of chronic taurine depletion may serve as a strategy for delaying skeletal muscle senescence.

## Supporting Information

Figure S1 A) Significant induction of p16INK4A in aged female TauTKO muscle. n = 4 (WT), 3 (TauTKO) B) Significant increase in central nuclei-myotubes is detected in aged female TauTKO muscle. n = 4 (WT), 5 (TauTKO). C) Gomori trichrome stain shows no red-ragged fibers in aged TauTKO muscle. Similar results were obtained from 3 independent experiments.
(PDF) Click here for additional data file.

Table S1 **Top 50 genes increased or decreased in old TauTKO muscles than old WT muscles.**
(PDF) Click here for additional data file.

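Table S1 lists 50 increased and 50 decreased genes with the fold change of old TauTKO over old WT. All 100 listed probes changed in the listed direction in the deposited arrays, and the log2 fold changes differed from the paper's by a median of 0.018. Of the 100 probes, 92 were called, 47 higher and 45 lower in the arrays labelled TauTKO. The methods' test at an unadjusted p under 0.05 called 94 of them.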

Table S2 **Top 50 genes increased or decreased in young TauTKO muscles than young WT muscles.**
(PDF) Click here for additional data file.

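Table S2 gives the same for young mice. All 100 listed probes changed in the listed direction, and the log2 fold changes differed from the paper's by at most 0.0013. Of these probes 40 were called, 21 higher and 19 lower in the arrays labelled TauTKO, and the methods' test at an unadjusted p under 0.05 called 94 of them.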

Table S3 **Biological function identified by IPA of increased or decreased genes of old TauTKO muscle.**
(PDF) Click here for additional data file.

Table S4 **Biological function identified by IPA in overlap genes which are significantly changed in both young and old TauTKO muscle.**
(PDF) Click here for additional data file.

Table S5 (PDF) Click here for additional data file.

Checklist S1 **ARRIVE Checklist.**
(PDF) Click here for additional data file.

# Supplementary material for: Tissue Depletion of Taurine Accelerates Skeletal Muscle Senescence and Leads to Early Death in Mice
**Source:** PLoS One. 2014 Sep 17;9(9):e107409. doi: 10.1371/journal.pone.0107409
**Supplement:** Figure S1 — A) Significant induction of p16INK4A in aged female TauTKO muscle. n = 4 (WT), 3 (TauTKO) B) Significant increase in central nuclei-myotubes is detected in aged female TauTKO muscle. n = 4 (WT), 5 (TauTKO). C) Gomori trichrome stain shows no red-ragged fibers in aged TauTKO muscle. Similar results were obtained from 3 independent experiments.

Supplemental figures

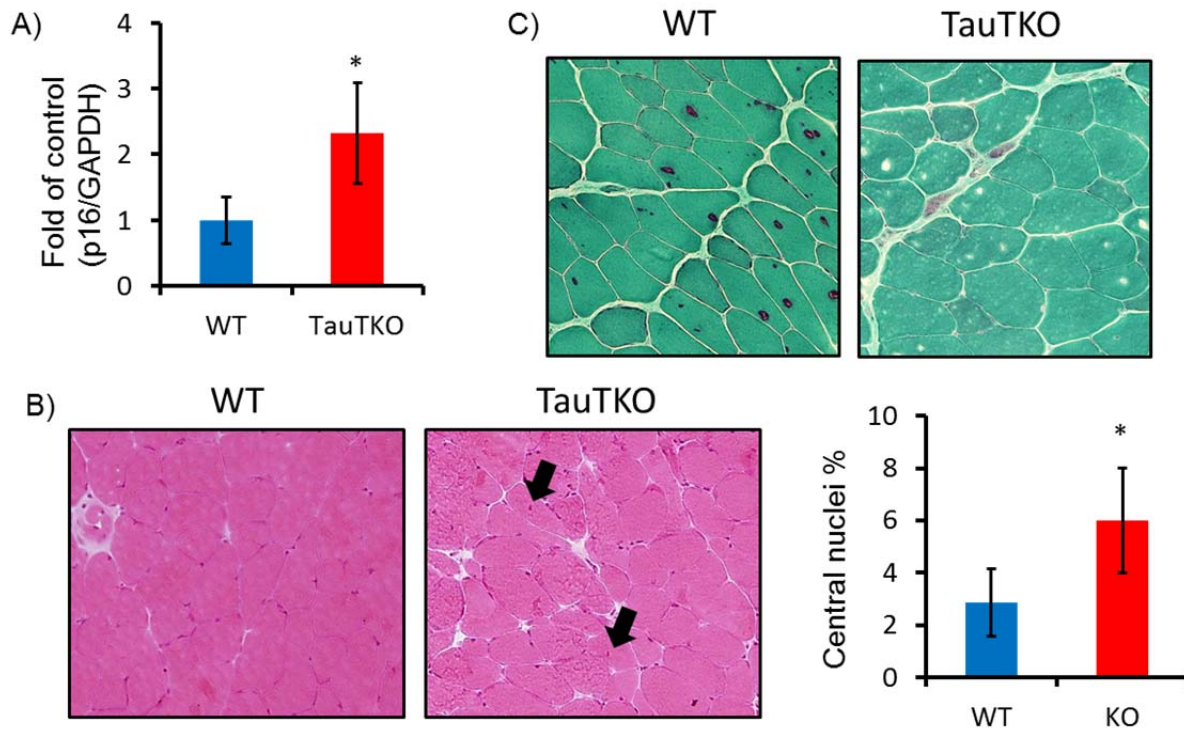

Fig. S1 A) Significant induction of p16INK4A in aged female TauTKO muscle. n=4 (WT), 3 (TauTKO) B) Significant increase in central nuclei-myotubes is detected in aged female TauTKO muscle. n=4 (WT), 5 (TauTKO). C) Gomori trichrome stain shows no red-ragged fibers in aged TauTKO muscle. Similar results were obtained from 3 independent experiments.

# Supplementary material for: Tissue Depletion of Taurine Accelerates Skeletal Muscle Senescence and Leads to Early Death in Mice
**Source:** PLoS One. 2014 Sep 17;9(9):e107409. doi: 10.1371/journal.pone.0107409
**Supplement:** Table S1 — Top 50 genes increased or decreased in old TauTKO muscles than old WT muscles.

Table S1 Top 50 genes increased or decreased in old TauTKO muscles than old WT muscles

| Probe Name      | Gene Symbol   | Gene Name                                                                                         | Fold change<br>(KO-AvsWT-A) |
|-----------------|---------------|---------------------------------------------------------------------------------------------------|-----------------------------|
| <i>Increase</i> |               |                                                                                                   |                             |
| A_51_P419117    | Rab15         | RAB15, member RAS oncogene family                                                                 | 18.503                      |
| A_55_P2073552   | A930003A15Rik | RIKEN cDNA A930003A15 gene                                                                        | 15.323                      |
| A_51_P146044    | Ccdc92        | coiled-coil domain containing 92                                                                  | 10.369                      |
| A_51_P393654    | Fam171b       | family with sequence similarity 171, member B                                                     | 9.527                       |
| A_51_P241319    | Cilp          | cartilage intermediate layer protein, nucleotide pyrophosphohydrolase                             | 9.016                       |
| A_51_P469951    | Srgap3        | SLIT-ROBO Rho GTPase activating protein 3                                                         | 8.390                       |
| A_55_P2039320   | Zfp365        | zinc finger protein 365                                                                           | 7.632                       |
| A_52_P21        | Ttc9          | tetratricopeptide repeat domain 9                                                                 | 7.318                       |
| A_51_P324814    | Krt18         | keratin 18                                                                                        | 7.315                       |
| A_55_P2092296   | Fbxo2         | F-box protein 2                                                                                   | 6.833                       |
| A_55_P2008437   | Cdkn2a        | cyclin-dependent kinase inhibitor 2A                                                              | 6.742                       |
| A_55_P2052290   | Psat1         | phosphoserine aminotransferase 1                                                                  | 6.717                       |
| A_55_P2044143   | Loxl4         | lysyl oxidase-like 4                                                                              | 6.629                       |
| A_52_P404942    | ORF63         | open reading frame 63                                                                             | 6.060                       |
| A_52_P184149    | Mthfd2        | methylenetetrahydrofolate dehydrogenase (NAD+ dependent), methenyltetrahydrofolate cyclohydrolase | 6.004                       |
| A_51_P215374    | Slc6a17       | solute carrier family 6 (neurotransmitter transporter), member 17                                 | 5.607                       |
| A_52_P120803    | Ankrd1        | ankyrin repeat domain 1 (cardiac muscle)                                                          | 5.496                       |
| A_55_P1969306   | Ranbp3l       | RAN binding protein 3-like                                                                        | 5.467                       |
| A_55_P1981366   | Lamc2         | laminin, gamma 2                                                                                  | 5.426                       |
| A_55_P2137941   | Fxyd2         | FXDY domain-containing ion transport regulator 2                                                  | 5.371                       |
| A_51_P261059    | Cpne2         | copine II                                                                                         | 5.296                       |
| A_51_P315682    | Igf2bp2       | insulin-like growth factor 2 mRNA binding protein 2                                               | 5.234                       |
| A_51_P131408    | Tnfrsf12a     | tumor necrosis factor receptor superfamily, member 12a                                            | 5.166                       |
| A_51_P303620    | Whrn          | whirlin                                                                                           | 5.144                       |
| A_51_P137604    | Fcna          | ficolin A                                                                                         | 5.069                       |
| A_55_P1983448   | S100a4        | S100 calcium binding protein A4                                                                   | 4.980                       |
| A_55_P1982499   | Gldn          | gliomedin                                                                                         | 4.666                       |
| A_55_P2050602   | Ncam1         | neural cell adhesion molecule 1                                                                   | 4.537                       |
| A_55_P2078695   | Fbxl13        | F-box and leucine-rich repeat protein 13                                                          | 4.344                       |
| A_52_P428735    | Lrp2bp        | Lrp2 binding protein                                                                              | 4.170                       |
| A_55_P2068459   | Hspa1a        | heat shock protein 1A                                                                             | 4.158                       |
| A_52_P316933    | Sh3bgrl2      | SH3 domain binding glutamic acid-rich protein like 2                                              | 3.963                       |
| A_52_P360330    | Mtap1b        | microtubule-associated protein 1B                                                                 | 3.867                       |
| A_55_P2059864   | Igsf1         | immunoglobulin superfamily, member 1                                                              | 3.862                       |
| A_52_P49457     | Fbxl16        | F-box and leucine-rich repeat protein 16                                                          | 3.806                       |
| A_55_P1959748   | Asns          | asparagine synthetase                                                                             | 3.780                       |
| A_55_P2129437   | Ppap2c        | phosphatidic acid phosphatase type 2C                                                             | 3.746                       |
| A_51_P457196    | Sfrp4         | secreted frizzled-related protein 4                                                               | 3.712                       |
| A_55_P1984815   | Snph          | syntaphilin                                                                                       | 3.639                       |

|               |               |                                                                                                |        |
|---------------|---------------|------------------------------------------------------------------------------------------------|--------|
| A_55_P2121886 | Map3k9        | mitogen-activated protein kinase kinase kinase 9                                               | 3.566  |
| A_52_P452689  | Atf3          | activating transcription factor 3                                                              | 3.415  |
| A_55_P2006008 | Serpinb1a     | serine (or cysteine) peptidase inhibitor, clade B, member 1a                                   | 3.357  |
| A_51_P340747  | Hspa11        | heat shock protein 1-like                                                                      | 3.299  |
| A_55_P2069818 | Mapk10        | mitogen-activated protein kinase 10                                                            | 3.266  |
| A_51_P196844  | Osbpl3        | oxysterol binding protein-like 3                                                               | 3.233  |
| A_55_P2010116 | Rab27b        | RAB27b, member RAS oncogene family                                                             | 3.221  |
| A_55_P2425938 | 2810468N07Rik | RIKEN cDNA 2810468N07 gene                                                                     | 3.217  |
| A_51_P214127  | Cpa3          | carboxypeptidase A3, mast cell                                                                 | 3.200  |
| A_55_P2079619 | Rnf43         | ring finger protein 43                                                                         | 3.178  |
| A_55_P1985850 | Timp1         | tissue inhibitor of metalloproteinase 1                                                        | 3.159  |
| Decrease      |               |                                                                                                |        |
| A_55_P1954231 | Lrtm2         | leucine-rich repeats and transmembrane domains 2                                               | -6.884 |
| A_51_P286748  | Frzb          | frizzled-related protein                                                                       | -6.153 |
| A_51_P375969  | Ces1d         | carboxylesterase 1D                                                                            | -5.711 |
| A_55_P1999532 | Col9a1        | collagen, type IX, alpha 1                                                                     | -5.186 |
| A_52_P257625  | Esm1          | endothelial cell-specific molecule 1                                                           | -4.979 |
| A_51_P260850  | Cntnap2       | contactin associated protein-like 2                                                            | -4.526 |
| A_51_P191726  | Efcab6        | EF-hand calcium binding domain 6                                                               | -4.301 |
| A_55_P2044212 | Slc15a5       | solute carrier family 15, member 5                                                             | -3.797 |
| A_51_P155465  | Cuzd1         | CUB and zona pellucida-like domains 1                                                          | -3.682 |
| A_51_P171200  | Golm1         | golgi membrane protein 1                                                                       | -3.622 |
| A_55_P1956534 | Dach2         | dachshund 2 (Drosophila)                                                                       | -3.484 |
| A_66_P122699  | Cux2          | cut-like homeobox 2                                                                            | -3.477 |
| A_51_P397934  | Grin3b        | glutamate receptor, ionotropic, NMDA3B                                                         | -3.440 |
| A_55_P2020461 | Hmgn2         | high mobility group nucleosomal binding domain 2                                               | -3.193 |
| A_55_P2094896 | Phyhd1        | phytanoyl-CoA dioxygenase domain containing 1                                                  | -3.192 |
| A_52_P144818  | Ppp1r1a       | protein phosphatase 1, regulatory (inhibitor) subunit 1A                                       | -3.182 |
| A_55_P2058165 | Morn4         | MORN repeat containing 4                                                                       | -3.182 |
| A_55_P2136121 | 9030617O03Rik | RIKEN cDNA 9030617O03 gene                                                                     | -3.157 |
| A_52_P354744  | Slc2a3        | solute carrier family 2 (facilitated glucose transporter), member 3                            | -3.148 |
| A_55_P2008891 | Tmsb15b1      | thymosin beta 15b1                                                                             | -3.120 |
| A_55_P2257670 | A030001D16Rik | RIKEN cDNA A030001D16 gene                                                                     | -3.057 |
| A_51_P369784  | Ces1e         | carboxylesterase 1E                                                                            | -3.018 |
| A_55_P2021146 | Mchr1         | melanin-concentrating hormone receptor 1                                                       | -3.014 |
| A_55_P2360356 | 4933401D09Rik | RIKEN cDNA 4933401D09 gene                                                                     | -2.928 |
| A_55_P2044710 | Asb10         | ankyrin repeat and SOCS box-containing 10                                                      | -2.889 |
| A_55_P2416494 | 8430426J06Rik | RIKEN cDNA 8430426J06 gene                                                                     | -2.865 |
| A_66_P117933  | I830012O16Rik | RIKEN cDNA I830012O16 gene                                                                     | -2.860 |
| A_55_P2005833 | Adamts8       | a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 8 | -2.763 |
| A_52_P266686  | Ntsr2         | neurotensin receptor 2                                                                         | -2.746 |
| A_52_P263518  | Gng2          | guanine nucleotide binding protein (G protein), gamma 2                                        | -2.723 |
| A_55_P2084177 | Klhl34        | kelch-like 34 (Drosophila)                                                                     | -2.694 |
| A_51_P401987  | Tmem37        | transmembrane protein 37                                                                       | -2.640 |

|               |               |                                                                                           |        |
|---------------|---------------|-------------------------------------------------------------------------------------------|--------|
| A_55_P2172892 | 1700080G18Rik | RIKEN cDNA 1700080G18 gene                                                                | -2.636 |
| A_55_P2057076 | Magix         | MAGI family member, X-linked                                                              | -2.630 |
| A_55_P2008889 | Tmsb15b2      | thymosin beta 15b2                                                                        | -2.612 |
| A_52_P368306  | Tmem100       | transmembrane protein 100                                                                 | -2.507 |
| A_51_P309854  | Kcnn2         | potassium intermediate/small conductance calcium-activated channel, subfamily N, member 2 | -2.490 |
| A_66_P105350  | Cacna2d4      | calcium channel, voltage-dependent, alpha 2/delta subunit 4                               | -2.486 |
| A_51_P289679  | Npm2          | nucleophosmin/nucleoplasmin 2                                                             | -2.466 |
| A_51_P326685  | Lrtm1         | leucine-rich repeats and transmembrane domains 1                                          | -2.446 |
| A_51_P223404  | Plin3         | perilipin 3                                                                               | -2.445 |
| A_51_P109144  | Grtp1         | GH regulated TBC protein 1                                                                | -2.443 |
| A_51_P317191  | Eepd1         | endonuclease/exonuclease/phosphatase family domain containing 1                           | -2.428 |
| A_51_P275496  | BC026762      | cDNA sequence BC026762                                                                    | -2.427 |
| A_55_P2044547 | 2810416G20Rik | RIKEN cDNA 2810416G20 gene                                                                | -2.397 |
| A_55_P2182716 | Adig          | adipogenin                                                                                | -2.353 |
| A_55_P1987805 | Rps6ka5       | ribosomal protein S6 kinase, polypeptide 5                                                | -2.329 |
| A_52_P589568  | Foxo6         | forkhead box O6                                                                           | -2.318 |
| A_55_P1962084 | Hist2h2aa1    | histone cluster 2, H2aa1                                                                  | -2.299 |
| A_55_P2107045 | Myl4          | myosin, light polypeptide 4                                                               | -2.287 |

# Supplementary material for: Tissue Depletion of Taurine Accelerates Skeletal Muscle Senescence and Leads to Early Death in Mice
**Source:** PLoS One. 2014 Sep 17;9(9):e107409. doi: 10.1371/journal.pone.0107409
**Supplement:** Table S2 — Top 50 genes increased or decreased in young TauTKO muscles than young WT muscles.

Table S2 Top 50 genes increased or decreased in young TauTKO muscles than young WT muscles

| Probe Name      | Gene Symbol | Gene Name                                                             | Fold change<br>(KO-AvsWT-A) |
|-----------------|-------------|-----------------------------------------------------------------------|-----------------------------|
| <i>Increase</i> |             |                                                                       |                             |
| A_51_P419117    | Rab15       | RAB15, member RAS oncogene family                                     | 5.831                       |
| A_55_P2005549   | Tnn         | tenascin N                                                            | 5.457                       |
| A_51_P250337    | Igfn1       | immunoglobulin-like and fibronectin type III domain containing 1      | 4.225                       |
| A_55_P2037608   | Acp5        | acid phosphatase 5, tartrate resistant                                | 4.179                       |
| A_51_P131408    | Tnfrsf12a   | tumor necrosis factor receptor superfamily, member 12a                | 3.574                       |
| A_51_P133684    | Csrp3       | cysteine and glycine-rich protein 3                                   | 3.381                       |
| A_55_P2160296   | Olfm1       | olfactomedin 1                                                        | 3.326                       |
| A_55_P1984815   | Snph        | syntaphilin                                                           | 3.321                       |
| A_51_P423549    | Shbg        | sex hormone binding globulin                                          | 3.250                       |
| A_52_P356093    | B3galt2     | UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase, polypeptide 2      | 3.049                       |
| A_51_P469951    | Srgap3      | SLIT-ROBO Rho GTPase activating protein 3                             | 3.032                       |
| A_55_P1954086   | Postn       | periostin, osteoblast specific factor                                 | 2.902                       |
| A_55_P1981366   | Lamc2       | laminin, gamma 2                                                      | 2.872                       |
| A_55_P2092296   | Fbxo2       | F-box protein 2                                                       | 2.833                       |
| A_51_P430973    | Paqr7       | progesterone and adipoQ receptor family member VII                    | 2.785                       |
| A_55_P1961270   | Cd72        | CD72 antigen                                                          | 2.696                       |
| A_55_P2009604   | Gm608       | predicted gene 608                                                    | 2.685                       |
| A_55_P1970105   | Ltbp2       | latent transforming growth factor beta binding protein 2              | 2.672                       |
| A_55_P2137941   | Fxyd2       | FXDY domain-containing ion transport regulator 2                      | 2.646                       |
| A_52_P453785    | Cthrc1      | collagen triple helix repeat containing 1                             | 2.569                       |
| A_51_P241319    | Cilp        | cartilage intermediate layer protein, nucleotide pyrophosphohydrolase | 2.524                       |
| A_51_P303620    | Whrn        | whirlin                                                               | 2.505                       |
| A_55_P2026728   | Mylk4       | myosin light chain kinase family, member 4                            | 2.469                       |
| A_55_P1973447   | Ybx2        | Y box protein 2                                                       | 2.458                       |
| A_55_P2136906   | Vpreb3      | pre-B lymphocyte gene 3                                               | 2.427                       |
| A_55_P1969306   | Ranbp3l     | RAN binding protein 3-like                                            | 2.412                       |
| A_51_P457196    | Sfrp4       | secreted frizzled-related protein 4                                   | 2.362                       |
| A_51_P205215    | Klhl30      | kelch-like 30 (Drosophila)                                            | 2.352                       |
| A_55_P2040951   | Actc1       | actin, alpha, cardiac muscle 1                                        | 2.324                       |
| A_55_P2062469   | Col12a1     | collagen, type XII, alpha 1                                           | 2.298                       |
| A_52_P167535    | BC060267    | cDNA sequence BC060267                                                | 2.298                       |
| A_51_P419017    | Pde10a      | phosphodiesterase 10A                                                 | 2.290                       |
| A_51_P196844    | Osbpl3      | oxysterol binding protein-like 3                                      | 2.280                       |
| A_51_P173709    | Gprc5b      | G protein-coupled receptor, family C, group 5, member B               | 2.276                       |
| A_55_P2069935   | Fxyd2       | FXDY domain-containing ion transport regulator 2                      | 2.275                       |
| A_55_P2146111   | Spink11     | serine peptidase inhibitor, Kazal type 11                             | 2.273                       |
| A_55_P1979330   | Dapp1       | dual adaptor for phosphotyrosine and 3-phosphoinositides 1            | 2.257                       |
| A_52_P141338    | Acot10      | acyl-CoA thioesterase 10                                              | 2.247                       |
| A_55_P2036083   | Gm5797      | predicted gene 5797                                                   | 2.236                       |

|                |               |                                                              |         |
|----------------|---------------|--------------------------------------------------------------|---------|
| A_51_P227392   | Rhou          | ras homolog gene family, member U                            | 2.207   |
| A_55_P1961335  | Ctsk          | cathepsin K                                                  | 2.175   |
| A_55_P2124751  | Col16a1       | collagen, type XVI, alpha 1                                  | 2.170   |
| A_51_P392291   | Pdk3          | pyruvate dehydrogenase kinase, isoenzyme 3                   | 2.157   |
| A_55_P1962937  | Trem2         | triggering receptor expressed on myeloid cells 2             | 2.156   |
| A_51_P244824   | Dapp1         | dual adaptor for phosphotyrosine and 3-phosphoinositides 1   | 2.152   |
| A_52_P659312   | Spsb4         | splA/ryanodine receptor domain and SOCS box containing 4     | 2.151   |
| A_52_P390944   | Chst3         | carbohydrate (chondroitin 6/keratan) sulfotransferase 3      | 2.140   |
| A_51_P458384   | Slc38a2       | solute carrier family 38, member 2                           | 2.138   |
| A_55_P2006008  | Serp1b1a      | serine (or cysteine) peptidase inhibitor, clade B, member 1a | 2.136   |
| A_55_P1983773  | Birc5         | baculoviral IAP repeat-containing 5                          | 2.126   |
| <i>Decrase</i> |               |                                                              |         |
| A_55_P2152547  | Myl3          | myosin, light polypeptide 3                                  | -13.405 |
| A_51_P257951   | Retnla        | resistin like alpha                                          | -5.654  |
| A_55_P1973683  | Morn4         | MORN repeat containing 4                                     | -4.040  |
| A_55_P2094896  | Phyhd1        | phytanoyl-CoA dioxygenase domain containing 1                | -3.939  |
| A_51_P286748   | Frzb          | frizzled-related protein                                     | -3.442  |
| A_55_P2044212  | Slc15a5       | solute carrier family 15, member 5                           | -3.192  |
| A_52_P18765    | Hsbp1l1       | heat shock factor binding protein 1-like 1                   | -3.051  |
| A_52_P175376   | Tcfcp2l1      | transcription factor CP2-like 1                              | -2.973  |
| A_55_P2020461  | Hmgn2         | high mobility group nucleosomal binding domain 2             | -2.873  |
| A_55_P2044710  | Asb10         | ankyrin repeat and SOCS box-containing 10                    | -2.737  |
| A_51_P375969   | Ces1d         | carboxylesterase 1D                                          | -2.631  |
| A_55_P2416494  | 8430426J06Rik | RIKEN cDNA 8430426J06 gene                                   | -2.536  |
| A_66_P123980   | 2310015K22Rik | RIKEN cDNA 2310015K22 gene                                   | -2.528  |
| A_55_P2257670  | A030001D16Rik | RIKEN cDNA A030001D16 gene                                   | -2.507  |
| A_55_P1954231  | Lrtm2         | leucine-rich repeats and transmembrane domains 2             | -2.440  |
| A_51_P191726   | Efcab6        | EF-hand calcium binding domain 6                             | -2.438  |
| A_66_P105350   | Cacna2d4      | calcium channel, voltage-dependent, alpha 2/delta subunit 4  | -2.390  |
| A_55_P2175880  | Mgst1         | microsomal glutathione S-transferase 1                       | -2.389  |
| A_55_P2070045  | Golga7b       | golgi autoantigen, golgin subfamily a, 7B                    | -2.373  |
| A_55_P1999532  | Col9a1        | collagen, type IX, alpha 1                                   | -2.295  |
| A_51_P260850   | Cntnap2       | contactin associated protein-like 2                          | -2.278  |
| A_51_P171200   | Golm1         | golgi membrane protein 1                                     | -2.252  |
| A_52_P496403   | 1700001O22Rik | RIKEN cDNA 1700001O22 gene                                   | -2.226  |
| A_55_P2031999  | 9030617O03Rik | RIKEN cDNA 9030617O03 gene                                   | -2.217  |
| A_51_P401987   | Tmem37        | transmembrane protein 37                                     | -2.205  |
| A_51_P109369   | Fbxo32        | F-box protein 32                                             | -2.109  |
| A_55_P2122605  | Cbr2          | carbonyl reductase 2                                         | -2.100  |
| A_51_P223404   | Plin3         | perilipin 3                                                  | -2.078  |
| A_55_P1961014  | Selenbp1      | selenium binding protein 1                                   | -2.063  |
| A_55_P2018061  | Cd209a        | CD209a antigen                                               | -2.056  |
| A_51_P109144   | Grtp1         | GH regulated TBC protein 1                                   | -2.035  |
| A_55_P2177488  | Hist2h2be     | histone cluster 2, H2be                                      | -2.023  |
| A_55_P2178510  | Mc3r          | melanocortin 3 receptor                                      | -1.984  |
| A_52_P311853   | Ddit4l        | DNA-damage-inducible transcript 4-like                       | -1.974  |

|               |               |                                                                                |        |
|---------------|---------------|--------------------------------------------------------------------------------|--------|
| A_51_P369784  | Ces1e         | carboxylesterase 1E                                                            | -1.963 |
| A_51_P112734  | Slc7a8        | solute carrier family 7 (cationic amino acid transporter, y+ system), member 8 | -1.952 |
| A_52_P521882  | Hddc3         | HD domain containing 3                                                         | -1.950 |
| A_66_P122699  | Cux2          | cut-like homeobox 2                                                            | -1.949 |
| A_55_P2172892 | 1700080G18Rik | RIKEN cDNA 1700080G18 gene                                                     | -1.942 |
| A_51_P115953  | Ctxn3         | cortexin 3                                                                     | -1.926 |
| A_52_P257625  | Esm1          | endothelial cell-specific molecule 1                                           | -1.925 |
| A_51_P179697  | Fam57b        | family with sequence similarity 57, member B                                   | -1.887 |
| A_52_P281702  | Igfbp5        | insulin-like growth factor binding protein 5                                   | -1.874 |
| A_52_P615375  | Hist3h2a      | histone cluster 3, H2a                                                         | -1.872 |
| A_55_P2107155 | Rasd2         | RASD family, member 2                                                          | -1.865 |
| A_51_P215438  | Prodh         | proline dehydrogenase                                                          | -1.858 |
| A_51_P112817  | Cyp27a1       | cytochrome P450, family 27, subfamily a, polypeptide 1                         | -1.853 |
| A_52_P126266  | Prkab2        | protein kinase, AMP-activated, beta 2 non-catalytic subunit                    | -1.844 |
| A_55_P2057070 | Magix         | MAGI family member, X-linked                                                   | -1.837 |
| A_55_P2002572 | Ephx2         | epoxide hydrolase 2, cytoplasmic                                               | -1.836 |

# Supplementary material for: Tissue Depletion of Taurine Accelerates Skeletal Muscle Senescence and Leads to Early Death in Mice
**Source:** PLoS One. 2014 Sep 17;9(9):e107409. doi: 10.1371/journal.pone.0107409
**Supplement:** Table S3 — Biological function identified by IPA of increased or decreased genes of old TauTKO muscle.

Table S3 Biological function identified by IPA of increased or decreased genes of old TauTKO muscle.

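Each function in Table S3 comes with the molecules assigned to it. They name 27 genes, of which 26 had a probe past the filter. In old mice 20 of these were higher and 6 lower in the arrays labelled TauTKO, with 13 called higher and 2 lower.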

# Supplementary material for: Tissue Depletion of Taurine Accelerates Skeletal Muscle Senescence and Leads to Early Death in Mice
**Source:** PLoS One. 2014 Sep 17;9(9):e107409. doi: 10.1371/journal.pone.0107409
**Supplement:** Table S4 — Biological function identified by IPA in overlap genes which are significantly changed in both young and old TauTKO muscle.

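The molecules listed with the functions of genes changed at both ages name 30 genes, and 28 had a probe past the filter. In old mice 22 of them were called between the arrays labelled TauTKO and WT, and in young mice 5. By fold change alone, 23 changed the same way at both ages.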

Table S4 Biological function identified by IPA in overlap genes which are significantly changed in both young and old TauTKO muscle.

# Supplementary material for: Tissue Depletion of Taurine Accelerates Skeletal Muscle Senescence and Leads to Early Death in Mice
**Source:** PLoS One. 2014 Sep 17;9(9):e107409. doi: 10.1371/journal.pone.0107409
**Supplement:** Table S5

Table S5

| gene     | Forward primer              | Reverse primer               |
|----------|-----------------------------|------------------------------|
| p16INK4a | 5'- CCCAACGCCCCGAACT-3'     | 5'- GCAGAAGAGCTGCTACGTGAA-3' |
| XPB1-s   | 5'-GAGTCCGCAGCAGGTC-3'      | 5'-GTGTCAGAGTCCATGGGA-3'     |
| XPB1-u   | 5'-ACATCTTCCCATGGACTCTG -3' | 5'-TAGGTCCTTCTGGGTAGACC -3'  |

# Supplementary material for: Tissue Depletion of Taurine Accelerates Skeletal Muscle Senescence and Leads to Early Death in Mice
**Source:** PLoS One. 2014 Sep 17;9(9):e107409. doi: 10.1371/journal.pone.0107409
**Supplement:** Checklist S1 — ARRIVE Checklist.

## The ARRIVE Guidelines Checklist

### Animal Research: Reporting In Vivo Experiments

Carol Kilkenny<sup>1</sup>, William J Browne<sup>2</sup>, Innes C Cuthill<sup>3</sup>, Michael Emerson<sup>4</sup> and Douglas G Altman<sup>5</sup>

How the deposited data were processed for this re-analysis (not part of the article)

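Gene expression was measured in skeletal muscle of 3 young WT, 3 young TauTKO, 3 old WT and 3 old TauTKO mice, with 1 array per mouse. The authors deposited one scanner file per array, made with Feature Extraction 10.10.1.1, in which each spot has an intensity on a linear scale after the software's own background correction, and no normalization between arrays. They also deposited a table of the series, whose intensity values equal the scanner intensity after rounding: between 99.8% and 99.92% of the probes of each column lay within 0.01 log2 units of 1 scanner file. In that table the columns of old WT replicates 1 and 2 are exchanged relative to the scanner files, and so are those of old TauTKO replicates 1 and 2, which changes no comparison of groups. The paper's methods name GeneSpring, unpaired t tests and a fold threshold of 1.8, and the paper's text does not name the normalization.
From the scanner files, the log2 of the processed intensity minus the 75th percentile of each array was computed with R 4.3.3 and data.table 1.17.8. Control spots and 1465 spots marked as outliers over all arrays were left out, and spots of a probe were averaged. Of 55681 probes, 38973 that were well above background on all 3 arrays of at least 1 of the 4 groups were tested, and 32715 were well above background on all 12 arrays. limma 3.58.1 (lmFit and eBayes) fitted 4 group means over the 12 arrays. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.8. Where a probe was not well above background on every array of a group, its level there is only a bound. Coordinates are those of mm9 in the scanner files. Of 29150 probes with an accession of the RefSeq style, 27509 were matched to a symbol in a reference gene table of GRCm38.p6, and 2017 of these matched a symbol other than the array design's; no coordinates of that assembly are given.
The genes named were set by a rule before the data were examined: the targeted gene, every gene that the paper's text, tables and figures name as measured, and the 5 called probes with the largest change in each direction in old TauTKO against old WT, young TauTKO against young WT and old WT against young WT, among probes well above background on all 6 arrays and with groups that do not overlap. A gene with several probes is represented by the probe in Table S1 or S2 and otherwise by its brightest probe. Some results for genes under this rule and a test of the source of immunoglobulin transcripts are not reported here. No probe carries the names Gsta5 and Hspa1b. Ingenuity Pathway Analysis was not repeated. Gene lists attributed to ATF4 and CHOP, XBP1 and ATF6, to complex I and to complexes II to V, to slow and fast fibres, to denervation and regeneration, to secreted proteins of senescent cells, to osmolytes, to fat cells, B and mast cells, macrophages and extracellular matrix were tested with camera at its preset correlation, with fry and with an estimated correlation beside it, over 24809 genes with 1 probe each, and Benjamini-Hochberg adjustment over lists and both comparisons.
The procedure was tested on simulated data with 200 of 38973 probes changed. In the old comparison it recovered 51.5% of 2-fold and 89% of 4-fold changes, in the young comparison 55.5% and 91.5%, and in old against young WT 58% and 91%. Every simulated group had the same spread per probe, so differences between these comparisons do not measure their sensitivity in the real arrays. Alternatives were other scalings, normexp background correction with an offset of 50, other filters, spots marked as outliers kept, the methods' test with and without adjustment, only the groups compared in the fit, an intensity trend, array weights, other fold thresholds, the deposited table of the series, a replicate block and each array left out. After the files were seen, the row of the array on its slide was added as a block, each array left out was added for the correlations between differences, and the gene lists were also tested without the genes that the paper names. Slide 1 holds all young and slide 2 all old mice, so a slide block leaves the genotype comparisons within an age as they are and cannot be fitted for age. The arrays were scanned in 2 batches that follow the slides, so the same holds for the scan batch, and all on 1 day, so the scan date was not used as a block. The number of arrays, 3 per group, limits the precision, and probes near background have the largest spread.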

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

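The tests of Slc6a6 and of the genes beside it were chosen only after the result was seen.
Ageing in WT muscle, which the paper does not report, gave a signal outside the comparisons it discusses: 606 probes were called between old and young WT, 252 higher and 354 lower in old mice, and 696 between old and young TauTKO. These counts fell to 265 without young WT replicate 2 and to 373 without young TauTKO replicate 2. Of the 10 ways to part the 6 arrays, 1 gave as many called probes, the real one, in each comparison, and 10 splits are too few to exclude chance. The largest increases in old WT were probes of immunoglobulin transcripts, such as ENSMUST00000103418 with a log2 fold change of 3.88 (limma adjusted p = 0.0028), and Tmem132b with 3.48 (limma adjusted p = 0.000306). The decreases included those of Wif1 (-3.41), Col1a1 (-3.33, limma adjusted p = 2.83e-05), Kera (-2.88) and Wisp1 (-2.77). Ages with arrays on both slides numbered 0, so the slide and scan cannot be told apart from age for these probes. Age itself stays among the open explanations, as untested.
The Slc6a6 probe calls for a closer look because the targeted gene was higher, not lower, in the arrays labelled TauTKO, with a log2 fold change of 0.8546 in old mice. An exchange of the genotype labels between the deposited files and the paper's tables may be asked first, and is argued against by the listed probes of Tables S1 and S2, of which 200 of 200 change the way the paper lists them. That leaves open whether the labels are right in both. In other assays of TauTKO muscle the paper found p16INK4a and XBP1 mRNA and Grp78 protein higher. Their genes Cdkn2a, Xbp1 and Hspa5 were also higher here in the old arrays labelled TauTKO, the direction that correct labels predict. The paper does not say whether the mice of those assays were those of the arrays. A transcript of the targeted allele that reaches the probe stays open, because the array has 1 probe of the gene and nothing can be compared along it.
Called probes also lie beside Slc6a6. Within 2 Mb of it, 3 of the 90 other tested probes were called in old mice (Fbln2, Nup210 and Zxdc, 1.27, -1.18 and -0.88 on the log2 scale), against 2.09% elsewhere, a share that did not differ (Fisher's exact test, two-sided, p = 0.44). Called the same way at both ages were 2 of the 90 (2.22%) against 0.252% elsewhere (Fisher's exact test, two-sided, p = 0.0225). DNA of another strain kept around the targeted gene is a candidate explanation. Since the window was chosen after the genes were seen and neighbouring probes are not independent, this is a hypothesis; of 38606 probe positions 3.41% have 2 or more such genes within 2 Mb. A change in the expression of neighbours by the lost gene itself was not tested.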

How the results depend on the processing

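The row of the array on its slide as a block and, for the correlations, each array left out were alternatives chosen after seeing the data. Counts are of called probes, in the order old TauTKO against old WT (812), young TauTKO against young WT (146), old TauTKO above the other 3 groups (78), the same way at both ages (99), old against young effect (0), old against young WT (606) and old against young TauTKO (696).
Where the count moved by more than 1.5 times, normexp gave 465 in old mice, 225 for WT ageing and 406 for TauTKO ageing, with 24.9% of the WT ageing calls higher against 41.6%, and 1 for the difference between ages. Quantile normalization gave 1 for that difference. No filter on dim probes gave 75 in young mice, 54 for the same way and 387 for WT ageing. The methods' test with Benjamini-Hochberg adjustment gave 0 in old and young mice, 0 above the other groups, 0 for the same way, 86 for WT ageing and 4 for TauTKO ageing, and unadjusted it gave 439 in young mice, 221 for the same way, 482 for the difference between ages and 1027 for WT ageing; by limma 8889 probes in old and 4976 in young mice had an unadjusted p under 0.05. With only the groups compared in the fit, counts were 208, 69, 9, 24 and, for TauTKO ageing, 235, a fit with fewer arrays. Array weights gave 310 in young mice and 180 for the same way. Without a fold threshold they were 2379, 326, 152, 270, 1964 and 2005. Fold change alone gave 248 above the other groups and 351 for the same way. The row as a block gave 77 in young mice and 58 for the same way. Apart from the alternatives' own construction, the cause was not tested.
Arrays left out in turn gave 485 to 937 in old mice, 9 to 192 in young mice, 42 to 77 above the other groups, 7 to 131 for the same way, 0 to 2 for the difference between ages (2 without old TauTKO replicate 2), 265 to 809 for WT ageing and 373 to 819 for TauTKO ageing. The lowest count came without old WT replicate 3 in old mice, without young WT replicate 1 in young mice and for the same way, without young TauTKO replicate 3 above the other groups, without young WT replicate 2 for WT ageing and without young TauTKO replicate 2 for TauTKO ageing.
Replicate numbers do not pair the arrays: same-numbered WT and TauTKO arrays deviated from their group means with correlations of 0.003, 0.042 and 0.317 in young and -0.14, 0.056 and -0.049 in old mice. With the replicate block, counts were 494 in old mice (473 of the 812 among them), 0 in young mice and 0 for the same way by limma, and 53 of the 93 called pairs of named gene and comparison and 36 of the 64 of the paper's lists.
Of 178 pairs of named gene and comparison, 93 were called. The methods' test with adjustment called 5 and only the groups compared 41; of the 64 called pairs in the paper's lists they called 0 and 19. The arrays left out gave 68 to 88 and 44 to 61. The 200 probes of Tables S1 and S2 kept the listed direction in each alternative that gave them a value. Of the gene list tests 22 passed, 20 to 26 with arrays left out, 17 without the genes that the paper names (chosen after seeing the data) and 1 with an estimated correlation. Without those genes the lists attributed to ATF4 and CHOP (adjusted p = 0.639) and to osmolytes (adjusted p = 0.737) turned in young mice.
Direction reversed for differences not called under the setting that reversed them nor before, and for 1 correlation. In young mice, normexp gave -0.0152 for Cdkn2a, -0.0625 for Gdf15, -0.0447 for Map3k9 and -0.00417 for Ahnak. Array weights gave -0.0619 for E2f2, and the row as a block -0.0455 for E2f2 and -0.0407 for Ahnak. Arrays left out gave -0.0862 to 1.35 for Cdkn2a, -0.172 to 0.134 for E2f2, -0.116 to 0.273 for Gdf15, -0.409 to 0.0112 for Apln, -0.279 to 0.0802 for 1810011O10Rik, -0.0759 to 0.333 for Uchl1, -0.184 to 1.46 for Myh3, -0.00969 to 0.408 for Zfp365, -0.0899 to 0.125 for Ahnak and -0.0544 to 0.942 for Atf3, and in old mice -0.00985 to 0.129 for Atf4. The list attributed to ATF4 and CHOP in young mice turned without young TauTKO replicate 2 (adjusted p = 0.967, over arrays left out 0.458 to 0.984), and the fat cell list in old mice without old TauTKO replicate 1 (adjusted p = 0.756, over arrays left out 0.00175 to 0.756). Only probes well above background on all 12 arrays turned the correlation of WT ageing with the young TauTKO difference to -0.0257, and moved that of ageing in WT and TauTKO to 0.60 and of the TauTKO differences to 0.54. Arrays left out gave 0.0494 to 0.354, -0.50 to -0.32, 0.40 to 0.61 and 0.29 to 0.44 for the 4 correlations.
No value was computed for a slide block, which leaves genotype comparisons unchanged and cannot be fitted for age, for a scan date, of which there is 1, or for the difference between ages with only the groups compared. Signal over background limits the dim probes: Cdkn2a was not well above background on any young WT array.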

Differences from the paper's values

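None of the 200 fold changes of Tables S1 and S2 and none of the values read from Fig. 4A differed from those computed here by the criterion applied, a difference beyond the replicate SD that is for figure values also larger than 1.5-fold.
The paper states inductions of genes for amino acid metabolism, protein synthesis and protein folding. Of its 11 genes, 10 were measured and 8 of them were higher in the arrays labelled TauTKO at both ages, so most go the stated way. Prodh goes against it, with a log2 fold change of -1.06 in old mice and -0.89 in young mice, as does Srcin1, with -0.93 and -1.15, and no array measured Ighm well above background. The paper's Table S2 itself lists Prodh as decreased.
The paper lists Cdkn2a among increased genes in Table S1, which was not called here (limma adjusted p = 0.0764). The paper also measured its induction in aged TauTKO muscle by RT-PCR, which the arrays do not test. On the arrays, the log2 signal of the Cdkn2a probe was -1.79 to -1.02 in old TauTKO. It was -5.20 to -2.89 in old WT, where the probe was mostly not well above background. It was called with normexp background correction (adjusted p = 0.00508), with an intensity trend (0.0496), without old WT replicate 2 (0.0437) and by the methods' test at an unadjusted p. Of the 100 listed probes of each table, 92 of Table S1 and 40 of Table S2 were called here. Over the alternatives, the numbers called lay between 0 and 98 of 100 for Table S1 and between 0 and 94 for Table S2; the methods' test at an unadjusted p, the test the paper names, called 94 in each.
The paper describes Tables S1 and S2 as the top 50 genes in each direction. Among genes with a reference symbol, well above background on all 6 arrays and past the methods' test, 16 with a larger increase and 13 with a larger decrease than the smallest listed are absent from Table S1, the largest being Ndrg4 (3.39 on the log2 scale) and Dkk3 (-2.38), and 11 and 27 from Table S2.
Fig. 4A marks Crem, Hspa5 and Xbp1 as changed at both ages. The legend of Fig. 4 gives a mark as p under 0.05, with no fold threshold or adjustment over all probes, so the calls here are stricter. Here the limma adjusted p in young mice was 0.225, 0.223 and 0.0215, with log2 fold changes of 0.46, 0.33 and 0.63. No alternative with a fold threshold called them at that age. Adjusted over the 6 genes of the figure alone, 4 passed the threshold on p in young mice, these 3 among them. That list was chosen on these arrays. Without a fold threshold Xbp1 passed in young mice and Hspa5, with 0.67 (limma adjusted p = 0.00758), in old mice. Without scaling between arrays, an alternative chosen after seeing the values, Hspa5 passed both thresholds in old mice with 0.88 (limma adjusted p = 0.00416).
Of the genes the paper names in its first gene set, others were not called here in old mice but were under an alternative. Cxcl10 was called with normexp (adjusted p = 0.033) and without old WT replicate 2 (0.0386), Trib3 with normexp (0.0452), with an intensity trend (0.042) and without old TauTKO replicate 2 (0.027), and Pla2g5 without old TauTKO replicate 2 (0.0111). Myh3 was called by the methods' test at an unadjusted p. Atp2a2 was called with normexp (0.035), with only probes well above background on all 12 arrays (0.039), with an intensity trend (0.0275), with array weights (0.0399) and without any 1 of the old TauTKO arrays (0.00709 to 0.0433).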

Other observations

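The tests of Fig. 4A, of fibre genes, of Atp2a2, of array brightness, of chaperone genes attributed to ATF6 and of denervation genes were chosen only after the result was seen, as were the regroupings for the probes above each of the other groups, the row of the array as a block, the arrays left out for the correlations and the lists without the genes that the paper names. Directions for TauTKO rest on the labels of the arrays, which the Slc6a6 probe goes against.
Values of Fig. 4A lay above those computed here in both TauTKO groups, while those of old WT did not. A candidate explanation is that the figure shows values not scaled between arrays. Linear means of the unscaled intensity over those of young WT were closer to the bars than the scaled ones in 12 of 12 values of the TauTKO groups, off by a median of 1.66% against 13.0%, and in 1 of 6 values of old WT, where both lay within 4% of the bars. Without scaling, the median probe was higher in TauTKO by 0.13 in old and 0.16 in young mice on the log2 scale, against -0.08 and -0.03 with it, so part of the height of each TauTKO bar would be that of the whole array. In the unscaled values the log2 fold change of Xbp1 was 1.12 in old mice and 0.81 in young mice, against 0.91 and 0.63. Bars were read by eye, and the paper's text does not name the scaling.
The array old TauTKO replicate 1 stands apart from the other 2 of its group. Slow muscle carried into the sample may be the source: 12 of 15 genes of slow fibres were higher in that array than in both others, 8 of them by more than 1 log2 unit, with Myh7 at 4.99 against -0.12 and -0.89, and 12 of 15 genes of fast fibres were lower than in both others. Pln is counted among the 12 but differed little, at -3.92 against -3.96 and -3.95, and Casq2, Myl6b and Fhl1 were not above both others, so the tables do not decide it, and a change of fibre type in that mouse stays open as untested. A sample of another genotype is argued against by the 146 probes called in young mice, of which 138 lay on the TauTKO side of old WT in that array. A lower signal over background is argued against by its 71.979% of probes well above background, inside the range of the other arrays. Leaving the array out lowered the log2 fold change of Atp2a2 to 1.23 from 2.06 and its adjusted p to 0.00709 from 0.0544, over a range of 0.00709 to 0.342 across the alternatives, so the difference does not rest on that array alone.
The calls between TauTKO and WT may depend on the place of an array, because row 1 of the slides holds 4 TauTKO and 2 WT arrays and row 2 holds 2 and 4. With the row as a block, 660 of the 812 probes called in old mice stayed called, so the row does not account for most of them. With quantile normalization 766 stayed called, and with normexp 421. Each TauTKO array was brighter, by its 75th percentile, than each WT array of its age. Another scaling therefore cannot separate array brightness from genotype. In young mice the row left 74 of 146. For the calls in old and in young mice, 1 of 10 splits gave as many, the real one, and 10 splits are too few to exclude chance; splits that follow the row gave 0 called probes by limma at either age. For the probes changed the same way at both ages, 1 of 100 regroupings within ages was as large, which excludes chance in the grouping of both ages at once. The other splits of either age alone gave at most 4 called probes, so this does not exclude chance in the grouping of 1 age, and the count fell from 99 to 7 without young WT replicate 1. For the probes above each of the other groups, 1 of 100 regroupings within ages was as large too. Of these regroupings 7 had the real groups of old mice and gave at least 36, and the others gave at most 11, so this count rests mostly on the grouping of the old mice, for which 10 splits are too few. For the difference in effect between ages, limma called 0 probes, with 2116 at an unadjusted p under 0.05 and 0 or 482 by the methods' test with or without adjustment. A count of 0 makes 100 of 100 regroupings as large by construction, which says nothing about chance.
Over 14 gene lists and both comparisons, 22 of the tests passed the threshold by camera, 15 by fry, and 1 (XBP1 in old mice) with an estimated correlation. Of 100 regroupings of the genotypes within ages, 6 gave as many past it by camera, with a median of 12, so chance cannot be excluded for the lists together. Each list below is reported with that limit.
A stress response in TauTKO muscle was the hypothesis for 3 lists, predicted to be higher in old mice. Genes attributed to XBP1, none of which the paper names, were higher by fry in old mice (adjusted p = 0.000196), in 20 of 23 genes, with a median of 0.38. They were also higher in young mice (fry adjusted p = 0.0154), in 17 of 23 genes, with a median of 0.12. Chaperone genes attributed to ATF6 were higher by fry in old mice (adjusted p = 0.000635) and in young mice (adjusted p = 0.0358), in 13 of 15 genes at each age, with medians of 0.42 and 0.13. Without the 3 genes the paper names, fry gave 0.00208 in old and 0.188 in young mice. A difference between the ages was not tested for these lists. The results of these 2 lists in old mice are consistent with the hypothesis and do not tell it from other causes.
Genes attributed to ATF4 and CHOP were higher by fry in old mice (adjusted p = 0.0173), in 17 of 26 genes, with a median of 0.08 against a mean of 0.48. In young mice the median was -0.05 against a mean of 0.02. The paper named 5 of these genes from these arrays, and without them the list did not pass in old mice by camera (adjusted p = 0.158) or by fry (adjusted p = 0.181), with a mean of 0.10. The result rests on genes chosen on these arrays, so it leaves the hypothesis open.
Lower transcription of complex I was not told from a change of all respiratory complexes. Its 36 genes had a median log2 fold change of -0.21 in old mice, 35 of them lower (fry adjusted p = 0.104), and the 38 genes of complexes II to V one of -0.25, 38 of them lower (fry adjusted p = 0.0509). In young mice the medians were -0.20 and -0.16, with 34 of 36 and 38 of 38 genes lower (fry adjusted p = 0.155 for both). By camera at its preset correlation both lists were lower in old mice (adjusted p = 1.15e-05 and 1.38e-07) and in young mice (adjusted p = 1.21e-06 for both). With the correlation estimated from the data neither passed, in old mice (camera adjusted p = 0.413 and 0.38) or in young mice (0.405 for both).
Replacement of taurine by other osmolytes predicted a rise at both ages. The list was higher in old mice (fry adjusted p = 0.0313), in 11 of 15 genes, and not in young mice (fry adjusted p = 0.374), and the camera result in old mice was lost without old TauTKO replicate 1 (adjusted p = 0.307) and without the 3 genes that the paper names (adjusted p = 0.446).
Senescent cells in old TauTKO muscle and denervation or regeneration there predicted a rise of their lists in old mice. The list of secreted factors of senescent cells gave a fry adjusted p of 0.0399 in old mice and of 0.307 in young mice. Genes of denervated or regenerating muscle gave 0.00229 in old mice, with 13 of 19 genes higher and a median of 0.49, and 0.172 in young mice. Without the genes that the paper names, the first list gave a fry adjusted p of 0.204 and the second of 0.0322 in old mice, and by camera neither passed (adjusted p = 0.0555 and 0.0552), so both hypotheses stay open. Other cell types may contribute: the macrophage list was higher in 15 of 16 genes in old mice, with a median of 0.73 and a fry adjusted p of 0.00189, and in 13 of 16 in young mice (0.155). The extracellular matrix list was higher in 20 of 20 genes at both ages, with medians of 0.61 and 0.50 (fry adjusted p = 0.0154 and 0.0192).
For the remaining lists, fast fibre genes were lower in 14 of 15 genes in old and 13 of 15 in young mice (fry adjusted p = 0.0173 and 0.0358), a direction whose camera result was lost with quantile normalization, with adjusted p of 0.491 and 0.635. Slow fibre genes had medians of 1.07 and 0.21 (fry adjusted p = 0.13 and 0.429), and the camera result in old mice was lost without old TauTKO replicate 1 (adjusted p = 0.253). Fat cell genes had medians of 0.40 and 0.17 (fry adjusted p = 0.429 and 0.815). The list of B and mast cells had medians of 0.08 and 0.64 (fry adjusted p = 0.0173 at both ages).
Across 38973 probes, which are not independent, the difference between old and young WT had a Pearson correlation of 0.10 with the TauTKO difference in young mice, where simulated unchanged groups that share the young WT arrays gave 0.48 on average, and of -0.41 with the TauTKO difference in old mice, where they gave -0.48. Ageing in WT and in TauTKO, which share no arrays, correlated at 0.52, and the TauTKO differences at the 2 ages at 0.41, both inside the central range of 100 simulations, -0.68 to 0.54 and -0.54 to 0.48. With only the probes well above background on all 12 arrays, both lay above that range, at 0.604 against an upper limit of 0.543 and at 0.541 against 0.486, and the correlation of ageing in WT with the TauTKO difference in young mice lay below it, at -0.0257 against a lower limit of 0.0536. Spearman's rho was 0.07, -0.40, 0.52 and 0.40. Neither correlation of the TauTKO difference with ageing in WT lay above its simulated range. The ageing differences in WT and in TauTKO both compare the 2 slides, and the simulations hold no slide effect. The correlation between these ageing differences therefore cannot tell a shared response to age from an effect of the slide.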
